# *Aegilops tauschii* genome assembly Aet v5.0 features greater sequence contiguity and improved annotation

**DOI:** 10.1093/g3journal/jkab325

**Published:** 2021-09-13

**Authors:** Le Wang, Tingting Zhu, Juan C Rodriguez, Karin R Deal, Jorge Dubcovsky, Patrick E McGuire, Thomas Lux, Manuel Spannagl, Klaus F X Mayer, Patricia Baldrich, Blake C Meyers, Naxin Huo, Yong Q Gu, Hongye Zhou, Katrien M Devos, Jeffrey L Bennetzen, Turgay Unver, Hikmet Budak, Patrick J Gulick, Gabor Galiba, Balázs Kalapos, David R Nelson, Pingchuan Li, Frank M You, Ming-Cheng Luo, Jan Dvorak

**Keywords:** disease resistance, miRNA, phasiRNA, hc-siRNA, tRNA, tRF, transposable elements, optical map, Pacific Biosciences

## Abstract

*Aegilops tauschii* is the donor of the D subgenome of hexaploid wheat and an important genetic resource. The reference-quality genome sequence Aet v4.0 for *Ae. tauschii* acc. AL8/78 was therefore an important milestone for wheat biology and breeding. Further advances in sequencing acc. AL8/78 and release of the Aet v5.0 sequence assembly are reported here. Two new optical maps were constructed and used in the revision of pseudomolecules. Gaps were closed with Pacific Biosciences long-read contigs, decreasing the gap number by 38,899. Transposable elements and protein-coding genes were reannotated. The number of annotated high-confidence genes was reduced from 39,635 in Aet v4.0 to 32,885 in Aet v5.0. A total of 2245 biologically important genes, including those affecting plant phenology, grain quality, and tolerance of abiotic stresses in wheat, was manually annotated and disease-resistance genes were annotated by a dedicated pipeline. Disease-resistance genes encoding nucleotide-binding site domains, receptor-like protein kinases, and receptor-like proteins were preferentially located in distal chromosome regions, whereas those encoding transmembrane coiled-coil proteins were dispersed more evenly along the chromosomes. Discovery, annotation, and expression analyses of microRNA (miRNA) precursors, mature miRNAs, and phasiRNAs are reported, including miRNA target genes. Other small RNAs, such as hc-siRNAs and tRFs, were characterized. These advances enhance the utility of the *Ae. tauschii* genome sequence for wheat genetics, biotechnology, and breeding.

## Introduction

*Aegilops tauschii* (2*n* = 2*x* = 14, genomes DD) is a widely distributed goatgrass with a natural range from East Turkey to China and West Pakistan (van Slageren 1994). The species consists of two major phylogenetic lineages, designated as 1 and 2, which approximate *Ae. tauschii* ssp. *tauschii and Ae. tauschii* ssp. *strangulata*, respectively (Wang *et al.* 2014a).

*Aegilops tauschii* is the donor of the D subgenome of hexaploid wheat (*Triticum aestivum*, subgenomes AABBDD) (Kihara 1944; McFadden and Sears 1946). The bulk of the wheat D subgenome was contributed by lineage 2 (Wang *et al.* 2014a). The wheat D subgenome harbors genes responsible for the suitability of wheat flour for making bread and related products (Payne 1987) and resistance to diseases (Gill *et al.* 1986). *Aegilops tauschii* contributed environmental plasticity and stress tolerance to hexaploid wheat (Dubcovsky and Dvorak 2007) and is therefore an important genetic resource for wheat. The development of genomic resources for *Ae. tauschii* is critical for the use of this wheat progenitor in wheat studies and improvement.

*Aegilops tauschii* has a large (>4.2 Gb) and repeat-rich (84.4%) genome (Luo *et al.* 2017; Zhao *et al.* 2017). Most of the *Ae. tauschii* repeated sequences amplified in the past 2 million years (Dai *et al.* 2018a) and are highly homogeneous (Luo *et al.* 2017), which made sequencing this genome challenging. Two reference-quality genome sequences have been reported for *Ae. tauschii* acc. AL8/78 (lineage 2, Armenia) (Luo *et al.* 2017; Zhao *et al.* 2017). The sequence reported by Zhao *et al.* (2017) was built on contractual basis by NRGene Inc. using their proprietary DeNovoMAGIC assembler. Luo *et al.* (2017) used a combination of techniques to produce the AL8/78 genome sequence. A physical map was first constructed from bacterial artificial chromosome (BAC) clones (Luo *et al.* 2013) and a minimum tiling path across 42,822 clones was sequenced with an Illumina short-read sequencing platform. That sequence was merged with (1) a sequence assembled from whole-genome shotgun (WGS) Illumina reads built by NRGene Inc. with the DeNovoMAGIC assembler for the project (Luo *et al.* 2017) and (2) mega-reads built from Pacific Biosciences (PacBio) reads (Zimin *et al.* 2017). Scaffolding and super-scaffolding were guided by three genome-wide optical maps, one for *Ae. tauschii* acc. AL8/78, one for acc. CIae 23 (lineage 2, west Caspian Iran), and one for the wheat D subgenome (Luo *et al.* 2017). Scaffolds and super-scaffolds were anchored on a genetic map built using the *Ae. tauschii* 10-K Illumina Infinium single-nucleotide-polymorphism (SNP) assay (Luo *et al.* 2013). The resulting assembly (Aet v4.0) consisted of 4025 Mb in seven pseudomolecules and 200 Mb in unassigned scaffolds.

The three optical maps used to guide and validate the Aet v4.0 assembly were constructed with a chemistry that utilizes a single-strand restriction endonuclease for nicking DNA (Lam *et al.* 2012; Hastie *et al.* 2013). The nicks were labeled, repaired, and DNA molecules were stained. Chance clustering of nick sites produces fragile regions in DNA molecules, which are then prone to breaking during sample manipulation. Optical contigs therefore tend to terminate in these regions. Optical contigs also tend to terminate in blocks of heterochromatin, which often consist of low-complexity, tandem repeats. Polymorphism for restriction sites and heterochromatin may alter the locations of gaps on an optical map. The three optical maps employed for assembly Aet v4.0 were for genomes from *Ae. tauschii* lineage 2. Phylogenetic comparisons predict that accessions from lineage 1 will differ from those of lineage 2 in the distribution of some restriction sites and heterochromatic blocks. The distribution of gaps on the optical maps for accessions of lineage 1 is therefore expected to differ from the distribution of gaps on optical maps for accessions of lineage 2. Hence, optical maps for two *Ae. tauschii* accessions from lineage 1 were constructed here and used for further validation of super-scaffold in Aet v4.0.

Some 83,130 protein-coding genes, 39,635 high-confidence (HC), and 43,495 low-confidence (LC), were annotated in Aet 4.0 (Luo *et al.* 2017), but small RNA (sRNA) encoding genes were not characterized. Some sRNAs are important for transcriptional and post-transcriptional regulation of gene expression. These are short regulatory RNAs, between 18 and 34 nucleotides, involved in a wide variety of biological processes, from development to stress responses. MicroRNAs (miRNAs) and tRNA-derived fragments (tRFs) are derived from single-strand RNA precursors with a specific secondary structure. MicroRNAs are typically 21 or 22 nt long, and their precursors are hairpin RNAs transcribed by RNA Polymerase II (Axtell 2013). The tRFs are 19 to 34 nt long and their tRNA precursors are clover shaped and RNA Polymerase III dependent (Martinez *et al.* 2017). The siRNAs are amplified by RNA-dependent RNA polymerase (RDR) enzymes, are derived from double-stranded RNA precursors, and can be divided into phased siRNAs (phasiRNAs) and heterochromatic siRNAs (hc-siRNAs). PhasiRNAs are 21 or 24 nt long, originate from coding or noncoding regions, and require a trigger microRNA for their biogenesis. PhasiRNAs are typically triggered by 22-nt miRNAs (Liu *et al.* 2020). Hc-siRNAs are derived from repetitive regions, are RNA Polymerase IV dependent, and are predominantly 24 nt long (Axtell 2013). Each class of mature sRNA is loaded onto an ARGONAUTE (AGO) family protein and directs transcriptional or post-transcriptional gene silencing in a sequence-specific manner.

Here, we report sequence assembly Aet v5.0 for *Ae. tauschii* acc. AL8/78. Mis-assemblies in version Aet v4.0 were corrected with optical maps and gaps were closed using contigs assembled from whole-genome-shotgun (WGS) PacBio reads. Transposable elements (TEs) and protein-coding genes were reannotated. The sRNA-producing regions were identified and annotated and their expression was characterized. Selected classes of protein-coding genes and gene families, including abiotic stress genes, were manually annotated. Disease-resistance genes were annotated by a dedicated pipeline.

## Methods

### Optical maps

Seeds of *Ae. tauschii* accessions CIae 1 (lineage 1, Balochistan. Pakistan) and AS75 (lineage 1, Shaanxi province, China) were germinated and grown in the dark. Young leaves were collected for DNA isolation. Ultra-high-molecular-weight (uHMW) DNA was isolated by Amplicon Express (Pullman, WA, USA). DNA was nicked with endonuclease Nt.*Bsp*QI (New England BioLabs, Ipswich, MA, USA), labeled, repaired, and counterstained according to the instructions for the IrysPrep Reagent Kit (Bionano Genomics, San Diego, CA, USA). Consensus optical maps were *de novo* assembled with the Assembler tool (Bionano Genomics, San Diego, CA, USA) using the following significance cutoffs: *P *<* *1 × 10^−9^ to generate draft consensus contigs, *P *<* *1 × 10^−10^ for draft consensus contig extension, and *P *<* *1 × 10^−15^ for final merging of the draft consensus contigs. The initial optical maps were then checked for potential chimeric contigs and accordingly revised.

### Assembly revision with the optical maps

Optical maps were individually aligned to the Aet v4.0 genome assembly, including unanchored sequences to detect mis-assemblies. The alignments were performed with the RefAligner tool (Bionano Genomics, San Diego, CA, USA) with an initial alignment cutoff *P *<* *1 × 10^−10^. Errors in Aet v4.0 indicated by the optical maps were corrected, which generated assembly Aet v4.1.

### Gap closing

Contigs assembled for us from polished whole-genome PacBio SMRT reads of acc. AL8/78 (Zimin *et al.* 2017) by Pacific Biosciences Inc. (Foster City, CA, USA) were aligned to the *Ae. tauschii* acc. AL8/78 optical map (Luo *et al.* 2017), using the RefAligner tool. Chimeric PacBio contigs were corrected. The corrected contigs were then aligned to the pseudomolecules of the Aet v4.1 assembly using the RefAligner tool and their coordinates were recorded. Gaps in Aet v4.1 were closed by replacing Ns with the corresponding PacBio-contig sequence using custom scripts. Closing gaps in assembly Aet v4.1 generated assembly Aet v5.0.

### Transposable element annotation

Transposable elements were annotated following a hybrid strategy consisting of *de novo* TE prediction and homology-based prediction, as described earlier (Luo *et al.* 2017). *De novo* TE prediction employed RepeatModeler (http://www.repeatmasker.org/RepeatModeler, last accessed in 2017), LTR-Finder (Xu and Wang 2007), LTRharvest (Ellinghaus *et al.* 2008), SINE-Finder (Wenke *et al.* 2011), MITE Hunter (Han and Wessler 2010), and Helitron Scanner (Xiong *et al.* 2014). All outputs were manually inspected to eliminate artifacts and combined into a nonredundant custom repeat-sequence library. The Aet v5.0 genome sequence was scanned with this library. The homology-based prediction was performed using RepeatMasker and RepeatProteinMask based on the repeat library from the Repbase database. The TEs annotated by the *de novo* and homology-based methods were merged and redundancies were removed to generate a final TE annotation. Tandem repeats finder (TRF) (Benson 1999) was used to detect tandem repeats in Aet v5.0.

The numbers of complete long terminal repeat-retrotransposons (LTR-RTs) annotated in Aet v4.0 and Aet v5.0 were compared using LTR_finder (Xu and Wang 2007) with default parameters. The output was analyzed with the LTR_retriver pipeline (Ou and Jiang 2018) with default parameters.

### Gene annotation

Gene annotation was performed using *de novo* annotation and homology-based approaches. The latter utilized public RNA-seq assemblies (Hisat2, version 2.0.4, parameter –dta; Stringtie, version 1.2.3, parameters -m 150 -t -f 0.3) (Kim *et al.* 2015; Pertea *et al.* 2015) and inferred putative open-reading frames (ORFs) (Transdecoder, version 3.0.0) (Haas *et al.* 2013). Triticeae protein sequences from available public datasets (UniProt, 05/10/2016) were aligned against the genome sequence using GenomeThreader (version 1.7.1; arguments -startcodon -finalstopcodon -species rice -gcmincoverage 70 -prseedlength 7 -prhdist 4) (Gremme *et al.* 2005). The resulting structure predictions from RNA-seq and protein homology were then merged using Cuffcompare (version 2.2.1) (Ghosh and Chan 2016) to generate a redundant gene set.

*Ab initio* annotation using AUGUSTUS (version 3.3.2) (Stanke *et al.* 2006) was carried out to further improve structural gene annotation. Over-prediction was minimized by generating hint files using the above RNA-seq, protein evidence, and TE predictions. The wheat model was used for prediction.

Structural gene annotations were joined by feeding them into EVidenceModeller (Zhang *et al.* 2008) and weights were adjusted according to the input source. Finally, redundant protein sequences were removed to form a single nonredundant candidate dataset. In order to differentiate among complete and valid genes, noncoding transcripts, pseudogenes, and TEs, blastp (ncbi-blast-2.3.0+, parameters -max_target_seqs 1 -evalue 1e-05) (Altschul *et al.* 1990) was used to compare potential protein sequences with a trusted set of reference proteins (Uniprot Magnoliophyta, reviewed/Swissprot, downloaded on 3 Aug 2016) and PTREP (Release 19), a database of hypothetical proteins that contains deduced amino acid sequences from which, in many cases, frameshifts have been removed, which is useful for the identification of divergent TEs having no significant similarity at the DNA level. Best hits were selected for each predicted protein to each of the three databases. Only hits with an *E*-value below 10e-10 were considered.

Only hits with subject coverage (for protein references) or query coverage (transposon database) above 95% were considered significant. Protein sequences were further classified as HC and LC. An HC protein sequence was a complete sequence that had a subject and query coverage above the threshold in the UniMag database or no blast hit in UniMag, but had a hit in UniPoa and not PTREP. An LC protein sequence was an incomplete sequence that had a hit in the UniMag or UniPoa database, but not in TREP. Alternatively, it could have had no hits in UniMag, UniPoa, or PTREP, but the protein sequence was complete. The tag REP was assigned to protein sequences not in UniMag and complete, but with hits in PTREP.

### Disease resistance gene analog analysis

The protein sequences annotated in Aet v4.0 (Luo *et al.* 2017) were used as inputs into the RGAugury pipeline (Li *et al.* 2016) to identify resistance gene analogs (RGAs). Default database settings (gene3d and Pfam) were applied as query parameters. The distribution of RGAs on the Aet v5.0 pseudomolecules was plotted with the chromosome viewing tool CViT in the R package (Cannon and Cannon 2011). Domain search was performed with the latest interProscan (v85) with the database version 5.51 (Zdobnov and Apweiler 2001).

### Manual annotation

After TE annotation and automated gene annotation, manual annotation of selected genes and gene families followed. To identify gene families, members from a gene family in monocots were used as queries in blastp searches of Aet v5.0 pseudomolecules. The hits were retained along with their coordinates on the Aet v5.0 pseudomolecules. The flanking regions of 5000 bp around each hit were extracted. The FASTA files of these nucleotide sequences were aligned against all corresponding plant gene family members and exons were identified with BLASTX. The individual protein sequences were manually assembled from the blast output. The completed protein sequences were batch blastp searched against plant gene families again to get percent ID values and alignments over the full length of each sequence. Sequences >98% identical were treated as orthologs. Other sequences were named as orthologs if the percent identity of their next best blast hit was significantly less than that of the best blast hit. Allowances were made for indels that would lower the percent identity, if the aligned parts were highly similar. Sequences that did not meet this requirement were assigned nonorthologous names. Some sequences were identical (or nearly identical) duplicate copies either adjacent to each other or in more distant locations, even on other chromosomes. These sequences were named with an *a* or *b* extension of the name.

To identify the cold- and frost-tolerance-related genes and gene families implicated in abiotic stress responses or G protein signaling in *Ae. tauschii*, gene sets of CBF, dehydrin, and ICE genes from other cereals were used. These genes were used in BLAST searches against the Aet v5.0 assembly and the resulting hits were individually characterized. The exon-intron boundaries and the UTR regions were determined by using ESTs (NCBI, JCVI) TSAs (NCBI) and transcriptomic RNA-seq data (European Nucleotide Archive). The NCBI BLAST server and Pfam (HMM) domain search were used for functional annotations.

### Small RNA analysis

RNA was extracted from roots, spikes, and leaves of large plants and from whole seedlings of AL8/78 using TriReagent (Millipore-Sigma, St. Louis, USA) following manufacturer’s protocols. The sRNAs were annotated using newly generated sRNA libraries (GSE169198). Libraries were generated using 20 ng of RNA after size selection on polyacrylamide gels, and using the NEBNext Small RNA Library Prep Set for Illumina (New England Biolabs, Ipswich, USA) (Mathioni *et al.* 2017). Libraries of sRNAs were processed as previously described (Mathioni *et al.* 2017). Briefly, library quality was assessed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), adapters were trimmed using Trimmomatic v0.32 (Bolger *et al.* 2014) with a minimum and maximum length of 18 and 34 nt, respectively, and mapped with Bowtie2 (Langmead and Salzberg 2012). The miRNA predictions were done using both ShortStack (Johnson *et al.* 2016) and miR-PREFeR (Lei and Sun 2014) and filtering criteria recommended in Axtell and Meyers (Axtell and Meyers 2018). PhasiRNAs were annotated using ShortStack (Johnson *et al.* 2016) and a filtering phasing score of 25. Hc-siRNA prediction was done by Bowtie mapping to the newly annotated TEs, using only small RNAs of 21 to 24 nt long. The tRF prediction was done by identifying reads mapped by Bowtie to the newly annotated tRNAs. Plots were produced using R gplot and ggplot2 (Wickham 2009).

## Results and discussion

### Revisions of super-scaffolds with optical maps

Genome-wide optical maps were constructed for acc. CIae 1 and acc. AS75. The total lengths of the maps were 4.29 and 4.69 Gb with a contig N50 of 1.72 and 1.12 Mb, respectively (Table 1). As anticipated, some gaps between contigs of the two optical maps differed from those of the lineage 2 optical maps used for assembly Aet v4.0 (Figure 1).

**Figure 1:**
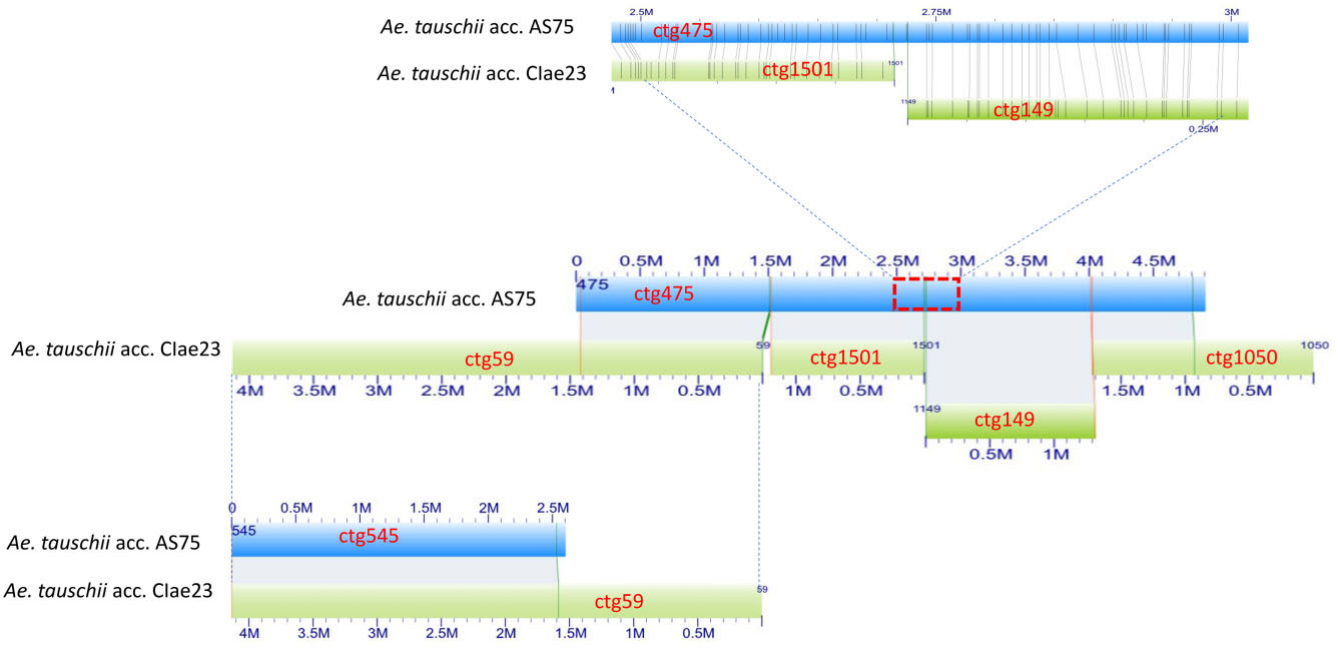
Differences in gap distribution on optical maps for different *Ae. tauschii* accessions. (Middle) Four separate optical contigs (ctg59, ctg1501, ctg149, and ctg1050) of *Ae. tauschii* accession CIae 23 (lineage 2) (green rectangles) aligned on a single optical contig (ctg475) of *Ae. tauschii* accession AS75 (lineage 1) (blue rectangles). (Top) A detail of the alignment of optical contigs ctg1501 and ctg149 on optical contig ctg475. The vertical lines connect corresponding restriction sites in aligned contigs. (Bottom) An overlap between AS75 optical contig ctg454 and CIae 23 optical contig ctg59 closes a gap between AS75 optical contigs ctg475 and ctg454 and extends the contiguity of optical map alignments.

**Table 1:** Metrics for the genome-wide optical maps of *Aegilops tauschii* acc. CIae 1 and AS75

Metric	CIae 1	AS75
Contigs (no.)	3603	5507
Map total length (Gb)	4.29	4.69
Contig N50 (Mb)	1.72	1.12
Max contig length (Mb)	14.66	12.62

The AS75 and CIae 1 optical contigs were separately aligned to the Aet v4.0 genome assembly including unanchored scaffolds to search for mis-assemblies. Two super-scaffolds with a total length of 3.98 Mb on pseudomolecules Chr2 and Chr7 were found to be incorrectly placed. Their placement and/or orientation were revised. This revision produced assembly Aet v4.1.

### Closing gaps with PacBio contigs

Corrected PacBio contigs were used to close gaps by replacing Ns with actual PacBio sequences. Aet v4.1 contained the gaps present in the original assembly Aet 4.0. The gaps were both of predicted and unknown lengths. The former gaps contained numbers of Ns corresponding to the lengths of gaps in bp. The latter gaps contained 10, 100, or 1000 Ns as placeholders; 10 Ns were inserted by NRGene to link contigs, 100 Ns were inserted by the Bionano pipeline during hybrid scaffolding, and 1000 Ns were used to link adjacent scaffolds and super-scaffolds during the construction of Aet v4.0 pseudomolecules (Luo *et al.* 2017). Of these three classes, gaps filled with 10 Ns were most abundant (Figure 2A). Gap filling reduced the number of 10-N gaps from 43,066 in Aet v4.0 to 24,973 in the updated assembly, Aet v5.0 (Figure 2A). Since gap closing only replaced Ns with actual nucleotide sequences, the statistics of the Aet v5.0 assembly, such as the super-scaffold N50 value, number of super-scaffolds, and their minimum and maximum lengths, were barely changed compared to Aet v4.0.

**Figure 2:**
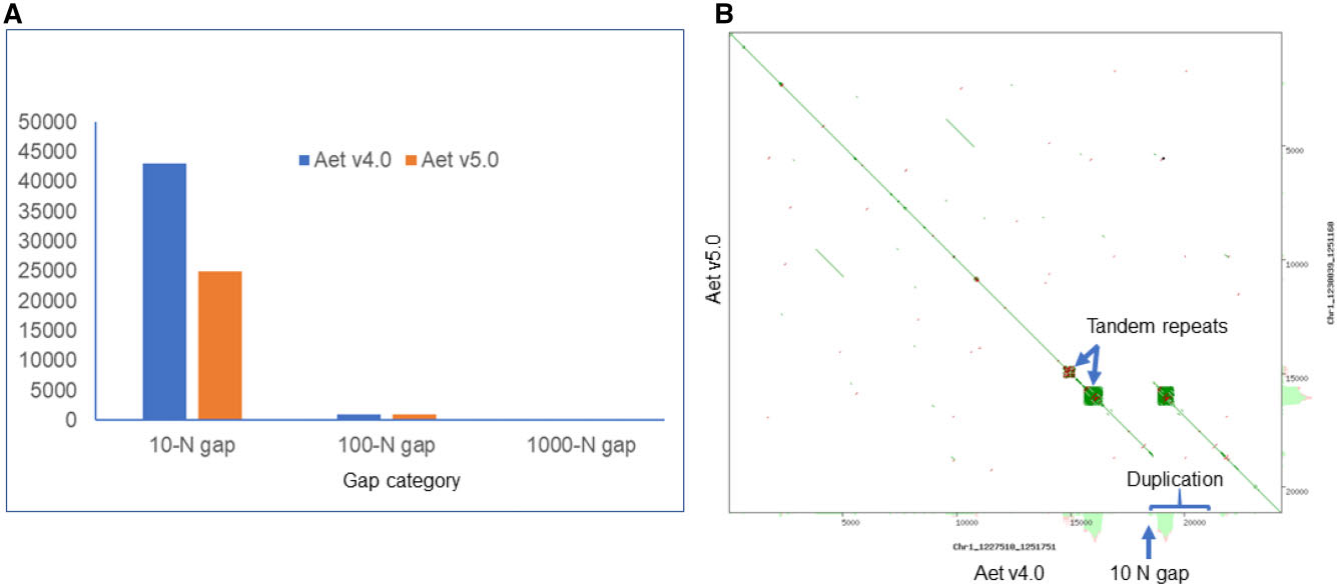
Gaps in the Aet v4.0 and v5.0 assemblies. (A) Number of gaps filled with 10, 100, and 1000 Ns in the two assemblies. (B) A dot plot showing details of a 10-N gap and duplication created by erroneous scaffold assembly in two regions harboring tandem repeats in pseudomolecule Chr1 of Aet v4.0, region 1,227,510–1,251,751 bp.

Some of the 10-N gaps were not real gaps, but assembly errors. An example of such an error is shown in Figure 2B. The assembly of a region terminating in a block of tandem repeats generated an erroneous segmental duplication, which duplicated the region including the block of tandem repeats in Aet v4.0. Our removal of the duplication and the 10-N gap shortened the scaffold length. Overall, the total length of the Aet v5.0 pseudomolecules was reduced by 3.77 Mb compared to those of Aet v4.0 assembly (Table 2). At the same time, the effective length (the length of an assembly without Ns) of the Aet v5.0 pseudomolecules increased by 9.69 Mb (Table 2).

**Table 2:** Comparison of characteristics of the Aet v4.0 and v5.0 pseudomolecules

Pseudo-molecule		Total length (bp)	Length of gaps (bp)	Effective length (bp)	Gap number
Chr1	Aet v4.0	502,330,251	10,377,979	491,952,272	11,744
	Aet v5.0	501,967,303	8,406,331	493,560,972	6,647
Chr2	Aet v4.0	651,661,114	10,780,418	640,880,696	14,522
	Aet v5.0	650,458,083	8,558,830	641,899,253	8,139
Chr3	Aet v4.0	627,182,665	11,118,990	616,063,675	14,404
	Aet v5.0	627,456,150	9,202,775	618,253,375	9,437
Chr4	Aet v4.0	526,018,785	9,454,858	516,563,927	10,892
	Aet v5.0	525,206,139	8,086,205	517,119,934	6,175
Chr5	Aet v4.0	577,375,663	14,628,972	562,746,691	13,506
	Aet v5.0	576,238,907	12,629,354	563,609,553	7,615
Chr6	Aet v4.0	496,019,527	9,112,991	486,906,536	11,357
	Aet v5.0	495,363,004	7,581,178	487,781,826	6,199
Chr7	Aet v4.0	644,716,137	17,324,389	627,391,748	15,384
	Aet v5.0	644,841,383	14,867,162	629,974,221	8,698
Total	Aet v4.0	4,025,304,142	82,798,597	3,942,505,545	91,809
	Aet v5.0	4,021,530,969	69,331,835	3,952,199,134	52,910
Difference		−3,773,173	−13,466,762	9,693,589	−38,899

### Transposable element annotation

Repeated sequences represented 86.88% of the genome sequence in Aet v5.0 (Table 3), exceeding the 84.4% estimated earlier (Luo *et al.* 2017). The increase was due to the more contiguous nature of the Aet v5.0 sequence and reduction in the total length of the assembly.

**Table 3:** Numbers, total length, and percentages of the Aet v5.0 genome sequence represented by classes of transposable elements

Class	Elements (no)	Sequence length (bp)	Genome length (%)
Class I			
LTR/Gypsy	853,285	1,333,833,165	33.17
LTR/Copia	383,555	644,052,368	16.02
LTR/Unknown	456,559	611,381,110	15.20
Non-LTR/LINE	192,648	80,369,034	2.00
Non-LTR/SINE	19,503	3,344,990	0.08
Class II			
CACTA	201,749	203,285,995	5.05
Mutator	29,706	10,397,597	0.26
PIF-Harbinger	77,072	22,128,071	0.55
Tc1-Mariner	166,095	48,513,995	1.2
hAT	17,127	3,870,055	0.09
Helitron	219,796	113,044,338	2.81
MITE/Stowaway	1,139	174,827	0.00
MITE/Tourist	453	80,546	0.00
DNA/unknown	1,245	296,555	0.01
Unspecified	393,632	410,074,883	10.20
Total interspersed	3,013,564	3,484,847,529	86.65
Low complexity	20,328	1,104,950	0.03
Simple repeat	173,933	7,922,189	0.20
Total	3,207,825	3,493,874,668	86.88

Long terminal repeat-retrotransposons were the most abundant class of TEs, accounting for 64.39% of the genome sequence (Table 3). Of them, *Gypsy* LTR-RTs were most abundant, representing 33.17% of the genome sequence. CACTA elements were the most abundant DNA TEs and accounted for 5.05% of the genome sequence.

One of the results of closing gaps was annotation of a greater number of intact TEs in the genome sequence, particularly LTR-RTs. Some 50,733 intact LTR-RTs were identified in Aet v4.0, but 57,076 were identified in Aet v5.0 (Table 4). This increase was observed in all LTR-RT classes (Table 4).

**Table 4:** Comparison of complete LTR-retrotransposons in the Aet v4.0 and v5.0 pseudomolecules

Pseudomolecule	*Copia*		*Gypsy*		Unknown	
	Aet v4.0	Aet v5.0	Aet v4.0	Aet v5.0	Aet v4.0	Aet v5.0
Chr1	1,674	1,941	3,139	3,530	1,637	1,795
Chr2	2,030	2,434	3,922	4,427	2,184	2,375
Chr3	1,942	2,254	3,777	4,091	2,067	2,197
Chr4	1,625	1,905	3,461	3,879	1,736	1,884
Chr5	1,975	2,392	3,485	3,888	1,890	2,099
Chr6	1,603	1,931	3,019	3,429	1,663	1,799
Chr7	2,081	2,439	3,689	4,080	2,134	2,307
Total	12,930	15,296	24,492	27,324	13,311	14,456

### Gene annotation

#### Automated annotation

A total of 39,635 HC protein-coding genes was annotated in assembly Aet v4.0. This number was similar to the 39,647 genes annotated by Zhao *et al.* (2017) in their *Ae. tauschii* acc. AL8/78 sequence. Using a combination of *de novo* and homology-based methods, our pipeline annotated 32,885 and 35,903 HC and LC protein-coding genes, respectively, in Aet v5.0 (Table 5). The number of HC genes annotated in Aet v5.0 was lower by 6750 genes compared to the number of HC genes annotated in Aet 4.0 (Table 5). The number of HC genes was slightly lower than the number of genes recently annotated in other genome assemblies in Triticeae. For instance, 34,265 HC genes were annotated in the D subgenome of Chinese Spring wheat IWGSC RefSeq 2.1 (Zhu *et al.* 2021) and 35,827 HC genes were annotated in barley assembly Morex v3 (Mascher *et al.* 2021).

**Table 5:** High-confidence (HC) and low-confidence (LC) genes generated by automated annotation in the Aet v4.0 and Aet v5.0 assemblies

Metric	Aet v4.0		Aet v5.0	
	HC	LC	HC	LC
Total genes (no.)	39,635	43,495	32,885	35,903
Single-exon genes (no.)	15,389	36,567	9,837	25,186
Multi-exon genes (no.)	24,246	6,928	23,048	10,717
Mean CDS length (bp)	1,133	319	1,250	593
Median CDS length (bp)	942	258	1,071	435
Mean exons per transcript (no.)	3.9	1.2	4.45	1.68
Median exons per transcript (no.)	2	1	3	1
Missing BUSCO genes	93		50	

If the lower number of HC genes annotated in Aet v5.0 was an artifact caused by too-stringent conditions implemented in the annotation pipeline, it is expected that the number of BUSCO genes present in the Aet v5.0 annotation would also decline compared to the Aet v4.0 annotation. Based on 1440 BUSCO v3.1 single-copy genes (Simão *et al.* 2015), annotation completeness actually improved in Aet v5.0 compared to Aet v4.0 (Table 5). A total of 1374 genes were detected as a single copy (1350) or duplicated (24) genes in Aet v5.0, while 1289 BUSCO genes (1268 single copy and 21 duplicated) were found in Aet v4.0. Gene fragments of 16 genes were found in Aet v5.0 compared to 58 in Aet v4.0. Fifty BUSCO genes were missing in Aet v5.0, but 93 were missing in Aet v4.0. The 96.5% BUSCO gene coverage in Aet v5.0 was comparable to 97% presence in the *Ae. tauschii* AL8/78 assembly reported by Zhao *et al.* (2017). A slightly greater percentage of BUSCO genes was present in the most recent barley (Morex v3) annotation (98.6%) (Mascher *et al.* 2021), but this comparison should be treated with caution since fewer BUSCO genes (425) were used in the barley annotation assessment compared to the 1440 used by us.

We also assessed whether genes present in Aet v4.0 but absent in Aet v5.0 were present among HC genes in the most recent wheat genome reference sequence assembly, IWGSC RefSeq 2.1. This comparison was made for the annotation of *Ae. tauschii* pseudomolecule Chr1. There were 4998 HC and 5405 LC genes annotated on pseudomolecule Chr1 in Aet v4.0. Of them, 917 HC and 4673 LC genes were absent from Aet v5.0. Of the absent genes, only 163 HC (about 3%) and 43 LC (<1%) genes were present in annotation of IWGSC RefSeq 2.1. Based on these data, about 3% protein-coding genes may have been missed in the Aet v5.0 annotation. Since 90% sequence identity was used in these searches, the actual number of genes missed in Aet v5.0 may be even smaller, since some paralogues in IWGSC RefSeq 2.1 could have been mistaken for orthologues. This characterization suggests that gene annotation may have been insufficiently stringent in Aet 4.0. The abundance of 10-N gaps in Aet v4.0, some falling inside genes, could have resulted in annotating pseudogenes or gene fragments as *bona fide* genes. Both BUSCO gene analysis and the characterization of missing genes annotated in pseudomolecule Chr1 suggested that the Aet v5.0 assembly annotation is of higher quality than the Aet v4.0 assembly annotation.

#### Manual annotation

A total of 2822 manual gene annotations was made (Supplementary Table S1). After eliminating duplications, the database contained manual annotation of 2245 genes, which included functionally characterized genes affecting wheat phenology, such as *VRN1* (Chen and Dubcovsky 2012), *VRN2* [*ZZCT1* and *ZZCT2*, (Yan *et al.* 2004)], *VRN3 = FT1* (Yan *et al.* 2006), *FT2* (Shaw *et al.* 2019), *PPD1, CO1*, and *CO2* (Shaw *et al.* 2020), *PHYC* and *PHYB* (Chen *et al.* 2014), and *ELF3* (Alvarez *et al.* 2016) (Supplementary Table S1 at Budak and Dubcovsky tabs) and wheat end-use quality, such as prolamin genes (Huo *et al.* 2018a, 2018b). There were 2, 3, 4, 5, and 2 genes for δ-gliadins, γ-gliadins, ω-gliadins, low-molecular-weight glutenins, and high-molecular-weight glutenins, respectively, on pseudomolecule Chr1 and 13 genes for α-gliadins on pseudomolecule Chr6 (Supplementary Table S1 at Gu tab). Eleven of these 32 *Ae. tauschii* prolamin genes were pseudogenes or gene fragments (Supplementary Table S1 at Gu tab).

The manual gene annotations also included abiotic stress and G protein signaling genes, such as heterotrimeric G proteins, caleosins, phospholipases (Khalil *et al.* 2011, 2014) (Supplementary Table S1 at Budak, Gulick, and Galiba tabs), and several important families of transcription factors (TFs) (Supplementary Table S1 at Budak tab). Abiotic stress responsive genes included Early Salt stress Induced (ESI) genes (Brunetti *et al.* 2018) and dehydrin genes. Dehydrins include subtypes induced by drought, salinity, and/or cold stresses with tissue and genotype-specific expression profiles (Wang *et al.* 2014b). The large DREB (dehydration-responsive element binding) family includes subgroups responsive to different stress factors, usually with tissue-specific expression profiles (Supplementary Table S1 at Budak and Galiba tabs). DREB1 proteins respond to cold stress while DREB2 proteins are upregulated by drought and salt stresses. Other TF families manually annotated in Aet v5.0 were general regulators of stress responses. One such family, the NAC family, is involved in metabolic processes including abiotic and biotic stress responses (Supplementary Table S1 at Budak tab).

A total of 552 cytochrome P450 (CYP) genes were manually annotated in Aet v5.0 and compared with those annotated in wheat (Supplementary Table S1 at Nelson tabs). CYP genes are members of one of the largest gene superfamilies in plant genomes (Nelson and Werck-Reichhart 2011). They play roles in numerous plant developmental processes and are involved in multiple metabolic pathways including defense against biotic and abiotic stresses.

Finally, 1921 RGAs were identified in Aet v5.0 with a dedicated pipeline (Supplementary Table S1 at You tab). This number was similar to the 2243 identified in the wheat (cv Chinese Spring) D subgenome (Table 6). RGAs were categorized as nucleotide-binding site domain (NBS) genes, receptor-like protein kinase (RLK) genes, receptor-like protein (RLP) genes, and transmembrane coiled-coil protein (TM-CC) genes (Table 6). The absence of Toll/interleukin-1 receptor-like domain (TNL) genes both in *Ae. tauschii* and the wheat D subgenome is consistent with the hypothesis that the TNL type of NBS coding genes did not evolve in monocots or were lost (Meyers *et al.* 1999; Pan *et al.* 2000; Akita and Valkonen 2002; Bai *et al.* 2002; Cannon *et al.* 2002).

**Table 6:** Comparison of numbers of resistance gene analogues (RGAs) identified in the *Ae. tauschii* genome and the D subgenome of wheat (*T. aestivum* cv Chinese Spring)

	RGAs^*a*^								
	NBS	CNL	TNL	CN	TN	NL	RLP	RLK	TM-CC
*Ae. tauschii*	119	215	0	85	3	221	145	991	142
*T. aestivum^b^*	145	235	0	105	4	280	206	1094	174

a NBS, nucleotide-binding site domain; LRR, leucine-rich repeat; TNL, Toll/interleukin-1 receptor-like domain; CNL, CC–NBS–LRR; TNL, TIR-NBS-LRRs; TN, TIR–NBS; RLK, receptor-like protein kinase; RLP, receptor-like protein; TM-CC, transmembrane coiled-coil protein.

b Computed from Mayer *et al.* (2014).

Most of the NBS, RLP, and RLK coding genes were clustered at the ends of the *Ae. tauschii* chromosomes (Figure 3, A, B, and C). In contrast, the TM-CC genes were more evenly dispersed along the chromosomes (Figures 3D). These two types of RGAs differed in that the NBS, RLP, and RLK genes were often in multi-copy loci, whereas most of the TM-CC genes were in single-copy loci (Figure 3). The difference in the distribution of NBS, RLP and RLK genes on one hand and TM-CC genes on the other hand was likely due to the location preference of multi-copy loci for distal, high-recombination chromosomal regions in Triticeae (Akhunov *et al.* 2003; Luo *et al.* 2017).

**Figure 3:**
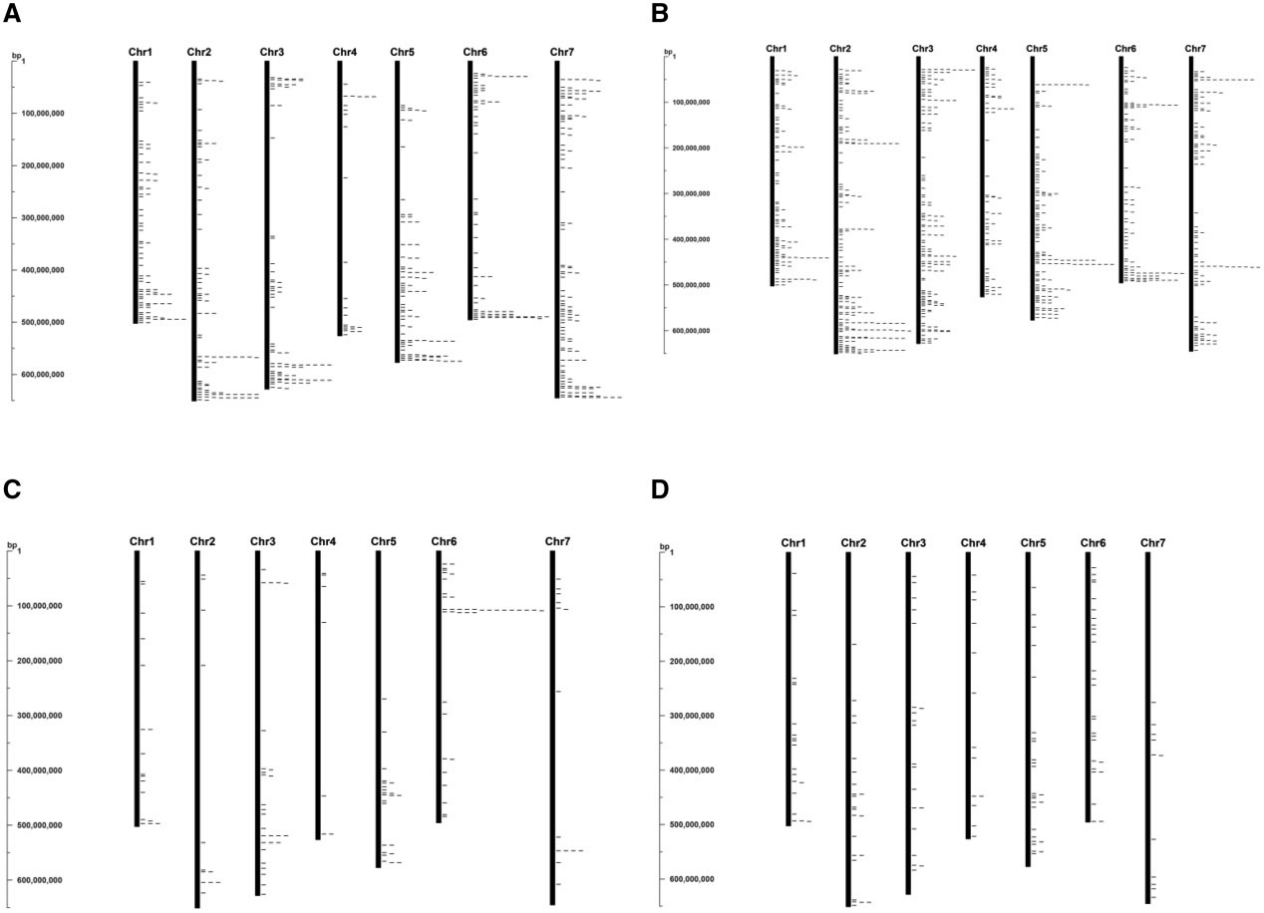
Distribution of resistance gene analogs (RGAs) along the *Ae. tauschii* pseudomolecules. Genes encoding (A) nucleotide-binding site domains (NBS), (B) receptor-like protein kinases (RLK), (C) receptor-like proteins (RLP), and (D) transmembrane coiled-coil proteins (TM-CC) in the Aet v5.0 genome sequence are indicated by ticks to the right of the chromosome bars. A registry in bp is shown to the left of each figure.

Two tracks were added to the Aet v5.0 JBrowse to integrate the manual gene annotations (http://aegilops.wheat.ucdavis.edu/jbrowse/index.html?data=Aetv5). One track includes the RGA genes annotated by the dedicated pipeline and the other includes the manually annotated genes.

### Small RNA annotation

Small RNAs were isolated and characterized from two samples of mature leaves, two samples of roots, and one sample each from whole seedlings and spikes of *Ae. tauschii* acc. 

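The sRNA libraries of 2 samples of mature leaves, 2 of roots, 1 of whole seedlings and 1 of spikes were analysed from the authors' processed files, which list each distinct sequence of a library with the number of its reads. The sample labels call the seedling sample seedling leaves, where the paper says whole seedlings. The labels also state that no replicates were included, while the paper's figures show 2 replicates of leaves and 2 of roots, so the value of each library is given and n = 2 stands for such a pair. The paper's methods state that RNA was size-selected on polyacrylamide gels, that libraries were made with the NEBNext Small RNA kit, and that Trimmomatic removed the adapters and kept reads of 18 to 34 nt. The counts in the files carry no normalization and no genome positions. Mature leaves replicate 1 held 24734372 reads of 8164073 distinct sequences and replicate 2 held 25860798 reads of 7754091. Roots replicate 1 held 24810014 reads of 7439412 distinct sequences and replicate 2 held 30666063 reads of 11402911. The seedling library held 21260689 reads of 6148750 distinct sequences and the spike library held 26850658 reads of 9339064. Sequences read only once made up 77.6 to 81.4% of the distinct sequences of a library and 22.4 to 30.1% of its reads. Abundance was expressed as reads per 1000000 (RPM) of all 18- to 34-nt reads of a library. Shares were given 95% Wilson confidence intervals, and a count of 0 allows up to 3 counts, or 0.0978 to 0.141 RPM depending on the library. Both cover counting error only, because reads without molecular identifiers are not independent molecules. Reads were not mapped to the genome in these calculations, so the totals hold RNA of every organism in a sample. Sequences that match conserved insect miRNAs made up 13005 RPM in mature leaves replicate 1, 13648 RPM in mature leaves replicate 2, 27.9 RPM in roots replicate 1, 109 RPM in roots replicate 2, 17.4 RPM in seedlings and 5859 RPM in spikes. Sequences with at least 10 RPM in at least 1 library, 19937 in all, were compared between tissues with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and TMM normalization. The 4 tissues entered as groups, with 2 residual degrees of freedom, and the lone seedling and spike libraries were assumed to vary like the leaf and root libraries.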

AL8/78. In each sample, TE-derived sRNAs (hc-siRNAs) were most abundant (Figure 4). 

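Reads equal to the mature sequence of 1 of 29 listed cereal miRNA families made up 0.395% and 0.243% in the 2 leaf samples, 0.130% and 0.203% in the 2 root samples, 0.156% in seedlings and 0.162% in spikes. The families and sequences were listed from general knowledge before the data were examined, with 1 sequence per family, so these shares are lower bounds on the miRNA content. The widest of the Wilson intervals was 0.393 to 0.398%, in mature leaves replicate 1. The mean of leaves was 0.319% ± 0.108 (SD, n = 2) and that of roots 0.167% ± 0.0517 (SD, n = 2). The match was the choice that moved these shares most. Reads of 18 to 24 nt holding nt 3 to 18 of a listed sequence made up 3.25% and 2.72% in the 2 leaf samples. They made up 0.483% and 0.706% in the 2 root samples, 3.42% in seedlings and 4.06% in spikes. Without the family miR9672, a choice made after the data were examined, the shares were 1.69% and 1.49% in the leaf samples. In the root samples they were then 0.307% and 0.484%, in seedlings 0.964% and in spikes 0.693%. For tRFs, reads were counted whose nt 8 begins the conserved bases of the tRNA D arm, which are T, A or G, G, C or T, any 2 bases, A, A or G, any 1 to 3 bases, and GG. This measure was chosen after the data were examined, and it finds only fragments that start at the first nucleotide of a tRNA with these bases. Such D-arm reads made up 3.70% and 2.52% in the 2 leaf samples, 1.93% and 2.40% in the 2 root samples, 4.73% in seedlings and 2.16% in spikes. Their mean was 3.11% ± 0.835 (SD, n = 2) in leaves and 2.16% ± 0.336 (SD, n = 2) in roots, a difference smaller than that between the 2 leaf samples. Of 200000 sequences drawn from each library, 0.146 to 0.343% held the D-arm bases there, and 0.0210 to 0.0280% did so after their bases were shuffled. Among the alternatives, a start of the D-arm bases at nt 8 or 9 moved the seedling share most, to 5.75%.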

Next most abundant were miRNAs and tRFs, which each represented approximately 2.5 to 5.0% of the sRNA population (Figure 4). Sizes of sRNAs peaked at 24 nt with a secondary peak at 21 nt in all six samples (Supplementary Figure S1). 

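The 24-nt class was the largest in 6 of 6 libraries, with 28.9% and 25.8% of the reads in the 2 leaf samples, 23.0% and 26.3% in the 2 root samples, 24.2% in seedlings and 38.5% in spikes. The 21-nt class held 16.7% and 15.0% in the 2 leaf samples, 10.2% and 9.35% in the 2 root samples, 11.8% in seedlings and 12.4% in spikes, and the Wilson interval of the seedling share was 11.80 to 11.83%. With a peak taken as a length that held more reads than both neighbouring lengths, a 21-nt peak was present in 4 of 6 libraries, namely both leaf samples, roots replicate 1 and spikes. In seedlings the secondary peak lay at 20 nt, with 2781567 reads of 20 nt and 2511737 of 21 nt. In roots replicate 2 it lay at 22 nt, with 2868690 reads of 22 nt and 2868050 of 21 nt, a difference no larger than counting error (exact binomial test, two-sided, p = 0.790). The mean 21-nt share was 15.9% ± 1.22 in leaves and 9.80% ± 0.632 in roots (SD, n = 2 each), so leaves exceeded roots by more than the spread of either pair. Leaving out sequences read once gave a 21-nt peak in 5 libraries, with roots replicate 2 added, and leaving out the 100 most abundant sequences of each library gave it in 5, with seedlings added. Of the alternatives, counting only sequences under 100 RPM, which was chosen after the data were examined, left the fewest, 3.

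**Figure D1:**
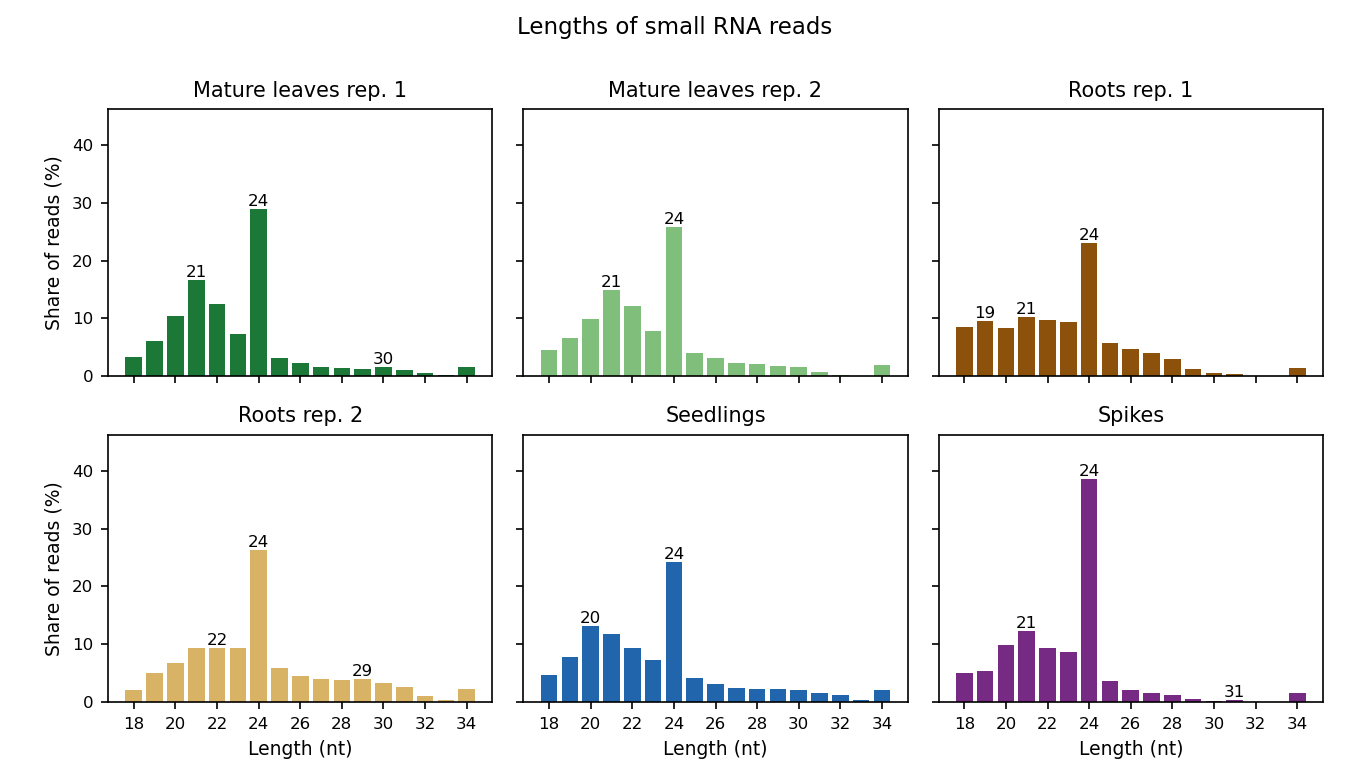
Share of reads (%) at each length from 18 to 34 nt in the 6 libraries, with peaks labelled by their length. The 24-nt bar is the highest in every library, and a 21-nt label is present in 4 of them.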

When sRNAs of the same lengths but different sequence (distinct sRNAs) were considered, only the 24-nt peak was observed (Supplementary Figure S1). This difference was due to the low diversity of 21-mers, since they were mostly comprised of a small number of abundant miRNAs, and the high diversity of 24-mers, being mainly composed of hc-siRNAs.

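Counted once each, sequences of 24 nt made up 44.9% and 43.3% of the distinct sequences in the 2 leaf samples, 36.8% and 34.4% in the 2 root samples, 40.6% in seedlings and 47.8% in spikes, and sequences of 21 nt 8.23% and 8.02% in the 2 leaf samples, 8.02% and 7.61% in the 2 root samples, 7.88% in seedlings and 7.88% in spikes. No library had a peak at 21 nt. The 24-nt peak was the only one in 4 of 6 libraries. Both leaf samples also had a small peak at 22 nt, where 10.7% and 10.2% of the distinct sequences exceeded the 10.6% and 10.0% at 23 nt. The counts of libraries stayed at these values after the libraries were thinned to 21260689 reads each, and without sequences read once.

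**Figure D2:**
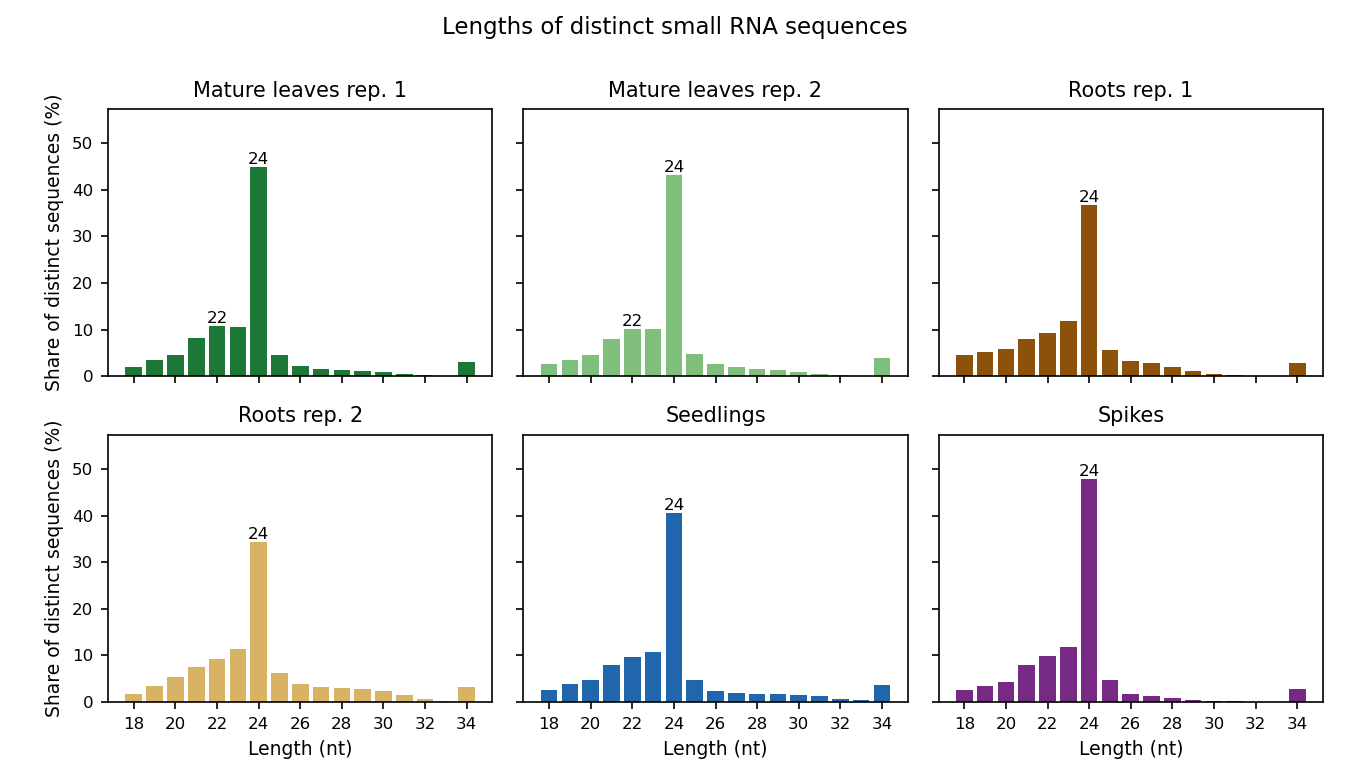
Share of distinct sequences (%) at each length from 18 to 34 nt in the 6 libraries, with peaks labelled by their length. The 24-nt peak stands alone in roots, seedlings and spikes, and a 22-nt peak is labelled beside it in the 2 leaf samples.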

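Per 1000 reads, the 21-nt class held 162 and 160.4 distinct sequences in the 2 leaf samples, 235 and 303 in the 2 root samples, 193 in seedlings and 222 in spikes, and the 24-nt class 513 and 502 in the 2 leaf samples, 479 and 486 in the 2 root samples, 485 in seedlings and 431 in spikes. The 21-nt class was the less diverse in 6 of 6 libraries, also when both classes of every library were thinned to 2511737 reads, where it held 176 to 310.1 against 554 to 625, and when sequences read once were left out. The 10 most abundant sequences took 21.1% and 17.4% of the 21-nt reads in the 2 leaf samples, 13.8% and 9.88% in the 2 root samples, 19.8% in seedlings and 19.9% in spikes, and 1.72 to 3.88% of the 24-nt reads. The 100 most abundant took 22.5 to 42.5% and 4.07 to 7.13%, respectively. The 3 most abundant 21-nt sequences by their mean over the 4 tissues were TACCACGACTGTCATTAAGCA with 2782 and 2305 RPM in the 2 leaf samples, 282 and 378 in the 2 root samples, 4162 in seedlings and 5796 in spikes, TCCACAGGCTTTCTTGAACTG with 6449 and 3723 RPM in the 2 leaf samples, 519 and 564 in the 2 root samples, 3159.9 in seedlings and 1537 in spikes, and TTCTTCAAGTACTCCACTTTT with 4070.2 and 3274 RPM in the 2 leaf samples, 1075 and 822 in the 2 root samples, 2759.9 in seedlings and 1269 in spikes. Of the 3 most abundant 24-nt sequences, TTTTATTTCAAGCTATTTCGGATC reached 3074 RPM in mature leaves replicate 2 and CAGCCCCATGTCGCACGGATTCGT reached 935 RPM in roots replicate 1. Reads equal to a listed miRNA sequence made up 1.13 to 2.28% of the 21-nt reads, and reads holding nt 3 to 18 of one 2.27 to 10.3%; miRNAs outside the list are not counted in these shares. The paper states that 21-mers are mostly a small number of abundant miRNAs and that 24-mers are mainly hc-siRNAs, and attributes their low and high diversity to this.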

**Figure 4:**
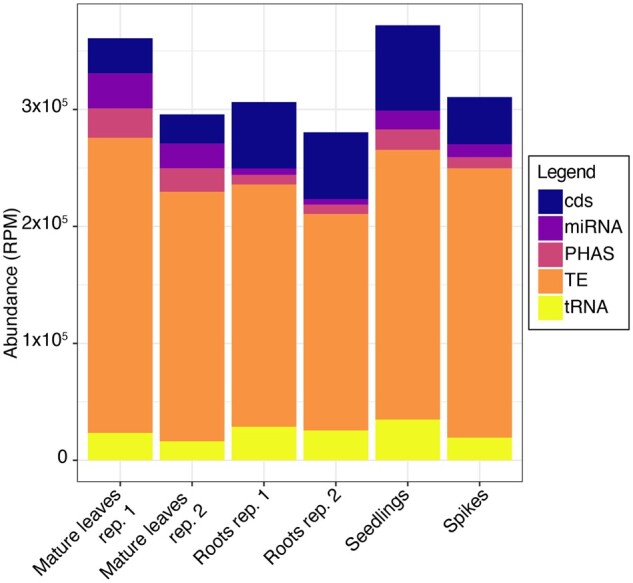
Abundance of sRNAs in *Ae. tauschii* tissues. Blue, purple, orange, ochre, and yellow represent sRNAs derived from CDS, miRNAs, phasiRNAs, TE-derived sRNAs, and tRNA-derived sRNAs, respectively.

#### miRNAs

These sRNAs are typically 21 or 22 nt long and are derived from hair-pin single-strand miRNA precursors (pre-miRNAs). Using two different prediction tools and stringent filtering criteria, 61 pre-miRNAs were identified (Supplementary Table S2). Pre-miRNAs were located on all seven pseudomolecules and had an average length of 150 nt with a range from 76 to 296 nt (Supplementary Table S2). The pre-miRNAs produced 124 mature miRNAs belonging to 38 miRNA families, of which 27 were known families and 11 were new candidates. 

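Of the 29 listed families, 22 had more than 3 counts in at least 1 library by exact match, and 20 had more than 3 in every library. A further 2, miR169 and miR397, had 3 counts or fewer in each library, and 5 had 0 counts in all 6, namely miR395, miR399, miR444, miR2118 and miR2275. Those 5 were not detected by their listed sequence, which does not exclude other members: reads that start with the first 18 nt of miR399 reached 20 in a library. With every read that starts with the first 18 nt of a listed sequence counted, 24 families had more than 3 counts in a library. No precursor was predicted from the files, so the number of mature miRNAs was not counted here.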

In all six samples, the peak length of mature miRNAs was 21 nt (Supplementary Figure S2). 

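Among reads that start with the first 18 nt of a listed miRNA and may end anywhere from 18 to 24 nt, 21 nt was the most frequent length in 6 of 6 libraries. Its share was 55.9% and 46.5% in the 2 leaf samples, 66.2% and 63.3% in the 2 root samples, 72.3% in seedlings and 54.2% in spikes. The share of 22 nt was highest in mature leaves replicate 2, at 43.7%. With reads that hold nt 3 to 18 of a listed miRNA, whatever their ends, 21 nt was the most frequent length in 4 of 6 libraries. In mature leaves replicate 2 it led by 262539 reads to 262496 of 20 nt, and in mature leaves replicate 1 by 40.5% to 40.3%, so 2 of the 4 are near ties. In seedlings and spikes it was 20 nt, at 58.3% and 68.6% against 35.6% and 25.2% of 21 nt. Without miR9672, a choice made after the data were examined, 21 nt led in 6 of 6.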

A total of 177 target genes were detected for the 124 mature miRNAs (Supplementary Table S3).

Compared to the 124 we found in our experiments, nearly twice as many miRNAs (238) were predicted by homology search of the *Ae. tauschii* AL8/78 genome sequence (Zhao *et al.* 2017). Homology searches of *Ae. tauschii* RNA-seq databases predicted miRNAs belonging to 55 families (Alptekin and Budak 2017), compared to 38 families that we experimentally uncovered in our study. These differences are likely an outcome of the limited numbers of tissues included in our *de novo* search approach.

Most of the miRNAs identified in our study were intergenic, six were intronic, and four were in untranslated regions of genes (Supplementary Table S2). The miRNAs tend to be clustered in the genome (Boualem *et al.* 2008; Barik *et al.* 2014) and some of these clusters may be transcribed as a single transcriptional unit, named polycistronic miRNAs. Here, pre-miRNAs with a genomic location separated by <3000 nt were considered as potentially polycistronic miRNAs. Based on this criterion, four potential polycistronic miRNAs (Supplementary Table S2) were defined, two of them with folding structures that had miRNA characteristics (Supplementary Figure S2).

Based on the accumulation level, mature miRNAs were grouped into four different clades (Figure 5A). Clades I, II, and III were high, moderate, and low abundance, respectively, within each of the six RNA samples. 

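By exact match, miR166 had 1300.4 and 779 RPM in the 2 leaf samples, 1041 and 1515 in the 2 root samples, 875 in seedlings and 675 in spikes, and miR159 had 1172 and 443 RPM in the 2 leaf samples, 146 and 210.3 in the 2 root samples, 135 in seedlings and 287 in spikes. These were the 2 of 22 detected families with at least 100 RPM in all 6 libraries, and only miR396 lay between 10 and 100 RPM in each, from 12.3 RPM in spikes to 54.4 RPM in roots replicate 2. Another 7 stayed under 10 RPM throughout, among them miR156 at 1.62 to 3.80 RPM and miR160 at 1.57 to 4.28 RPM. The other 12 crossed 10 or 100 RPM between libraries. The limits of 10 and 100 RPM were set after the values were seen. Counting every read that starts with the first 18 nt of a listed sequence gave 4 families with at least 100 RPM in every library and 3 under 10 RPM, and 0 between these limits in every library. It raised miR156 to 81.3 to 168 RPM and miR396 to 119 to 4434 RPM.

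**Figure D3:**
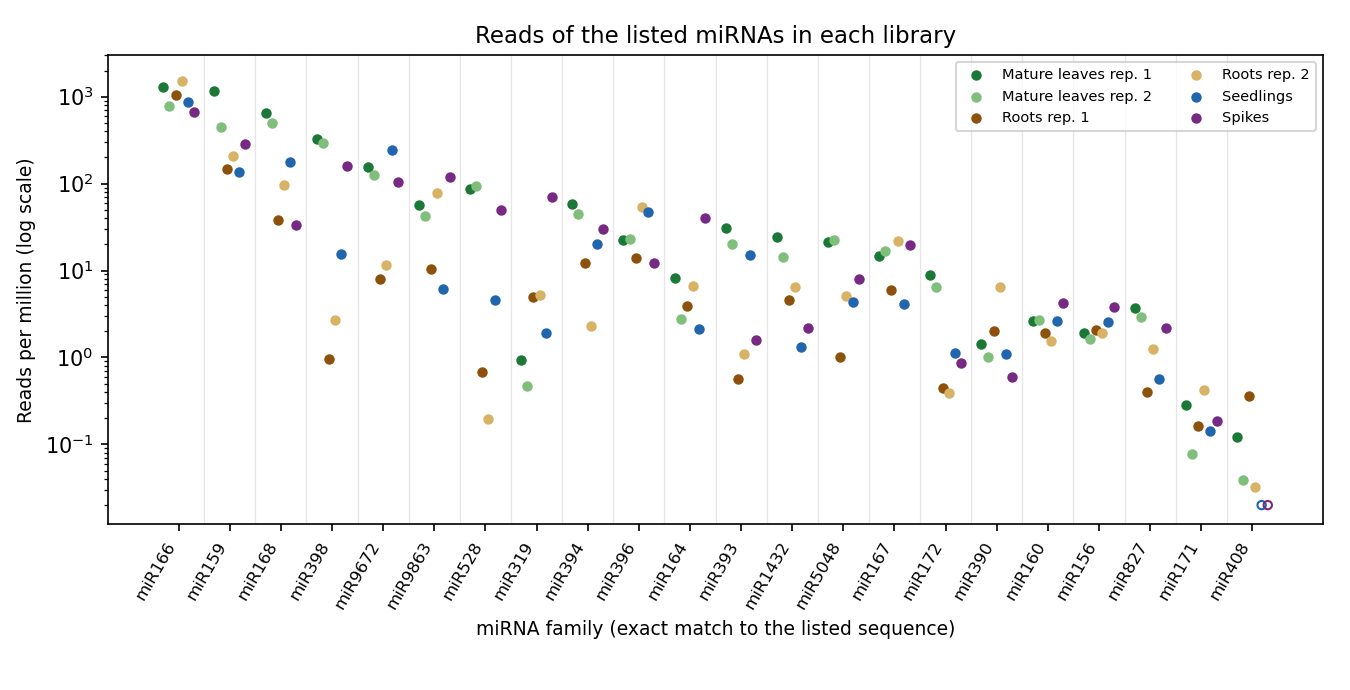
RPM (log scale) of the 22 detected miRNA families in each of the 6 libraries, ordered by their highest value. Each point is 1 library, open circles at the bottom mark 0 counts, and miR166 lies between 675 and 1515 RPM.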

Mature miRNAs of clade II accumulated at higher levels in spikes. 

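Of the 22 detected families, 5 had their highest RPM in spikes by exact match, namely miR156, miR160, miR164, miR319 and miR9863, where an even spread over 6 libraries would give 3.67. By the first 18 nt, 4 of 24 did, namely miR164, miR319, miR9863 and miR408, so the list depends on the match. miR156 then had 161 RPM in spikes and 168 in roots replicate 1, and miR160 17.4 in spikes and 18.1 in mature leaves replicate 2. miR408, with 0 counts in spikes by exact match, had 74.4 RPM there and at most 4.52 elsewhere. The 15 listed miRNAs that passed the filter were tested for a difference between spikes and the mean of the other 3 tissues. There is 1 spike library, so the standard errors and p values hold no spread among spike samples and rest on the assumption that spikes vary like the leaf and root libraries. Adjusted over all sequences tested, 2 were higher in spikes and 0 lower; adjusted over the list alone, 4 were higher and 0 lower, and 0 of the 15 were lower at an unadjusted p under 0.05. DESeq2's test called 4 higher over all sequences, and over the list alone it also called 1 lower. The log2 fold change of miR319 was 5.45 (standard error 0.635, adjusted p = 0.0282 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 69.5 RPM in spikes and at most 5.28 RPM in any of the other 5 libraries. Over the 10 alternatives its adjusted p ran from 1.79e-08 to 0.0676. That of miR528 was 3.44 (standard error 0.634, adjusted p = 0.0440 in the same edgeR test), with alternatives from 2.76e-04 to 0.0815, but its 50.1 RPM in spikes lay below both leaf samples, so that it was higher in spikes than in 3 of the 5 other libraries. Adjusted over the list alone, miR164 and miR398 also passed, with log2 fold changes of 3.61 and 3.18. miR164 was higher in spikes than in each other library, while miR398 was again higher in the leaf samples. These changes stand against a median over all sequences tested of 0.29, which DESeq2's scaling moved to 0.11. Without roots replicate 2, 0 listed miRNAs passed over all sequences, 4 over the list alone and 6 were higher and 2 lower at an unadjusted p under 0.05; without mature leaves replicate 1, 5 passed over all sequences. With library sizes only in place of TMM factors, chosen after the data were examined, 1 passed over all sequences, miR319, and 4 over the list alone. The adjusted p without roots replicate 2 was 0.0676 for miR319 and 0.0597 for miR528 in the same edgeR test. Over the list alone, miR164 fell short without roots replicate 2 (0.0586) and miR398 without mature leaves replicate 2 (0.0630), with at least 50 RPM (0.0798) and by the first 18 nt (0.101). With the replicate number as a block, miR319 alone passed over the list, and miR528, miR164 and miR398 each had 0.0579 in edgeR's test. Over all sequences, miR528 also fell short with at least 50 RPM, with library sizes only and with the block.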

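The highest RPM of a family exceeded its lowest by 10-fold or more in 13 of the 22 detected families, with lowest values under 3 counts taken as 3. The widest range was that of miR528, from 0.196 RPM in roots replicate 2 to 94.0 RPM in mature leaves replicate 2, followed by miR398, from 0.967 RPM in roots replicate 1 to 327 RPM in mature leaves replicate 1. Between leaves and roots, 8 of the 15 tested listed miRNAs were higher in leaves and 0 lower over all sequences tested, with 1 lower at an unadjusted p under 0.05. Adjusted over the list alone, 9 were higher and 0 lower. DESeq2's test called 9 higher and 0 lower by either adjustment. The largest changes were those of miR528, with a log2 fold change of 8.63 (standard error 0.932, adjusted p = 0.0118 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 1.18e-35 to 0.0730 over its alternatives), and miR398, with 8.16 (standard error 1.07, adjusted p = 0.0118 in the same edgeR test; 1.38e-20 to 0.0730 over its alternatives). Both were higher in 2 of 2 leaf samples than in 2 of 2 root samples. The others past the threshold over all sequences were miR393 with a log2 fold change of 5.73, miR9672 with 4.67, miR168 with 3.86, miR394 with 3.84, miR159 with 3.02 and miR1432 with 2.65, and the list alone added miR5048 with 3.56. miR319 went the other way, with a log2 fold change of -2.01 that passed neither threshold. The direction of small changes depends on the scaling, and for miR396 also on the match. By mean RPM, miR166 had 1039.6 in leaves and 1278 in roots and miR396 22.8 and 34.2. Their log2 fold changes after TMM normalization were 0.53 and 0.15. By its first 18 nt, miR396 had 2631 and 2343 RPM in the leaf samples and 119 and 347 in the root samples. The log2 fold change of miR396 ran from -0.64 to 4.18 over its alternatives. With library sizes only in place of TMM factors, an alternative chosen after the data were examined, 5 listed miRNAs were higher in leaves and 1 lower over all sequences, with the same numbers over the list alone. The lower one was miR319, with an adjusted p of 0.0234 in the same edgeR test and 0.0234 to 0.312 over its alternatives; miR394, miR159 and miR1432 no longer passed. With each leaf or root library left out in turn, miR528, miR398, miR393 and miR9672 passed over all sequences each time. Without mature leaves replicate 2, 4 passed, and the adjusted p of miR168 was 0.0706 and that of miR394 0.0594 in the same edgeR test. miR159 fell short without any 1 of the 4 leaf and root libraries, at 0.0714 to 0.181, and miR1432 without either leaf library or roots replicate 1, at 0.105 to 0.170. Over the list alone, miR5048 fell short without mature leaves replicate 2 (0.0603) and without roots replicate 1 (0.0616), and also with leaves and roots alone in the fit (0.0756), with library sizes only (0.0577) and with at least 10 counts in total (0.0573). Over all sequences, miR159 fell short with leaves and roots alone (0.0510) and with the replicate number as a block (0.0627), and miR1432 with at least 5 RPM (0.0504) and with the block (0.0518), all in edgeR's test. The count rose most with reads grouped by the first 18 nt of the listed sequences, to 14 of 21 families tested over all sequences. With every sequence of at least 10 counts in total tested, it was 0 over all sequences, with 11 higher and 1 lower at an unadjusted p under 0.05. DESeq2's scaling moved the median of all sequences tested from 0 to 0.66 on the log2 scale, and library sizes only moved it to -0.83. With a leaf or root library left out, that median ran from -0.13 without mature leaves replicate 1 to 0.87 without roots replicate 2.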

Clade IV miRNAs had a highly variable accumulation levels across the sampled tissues.

**Figure 5:**
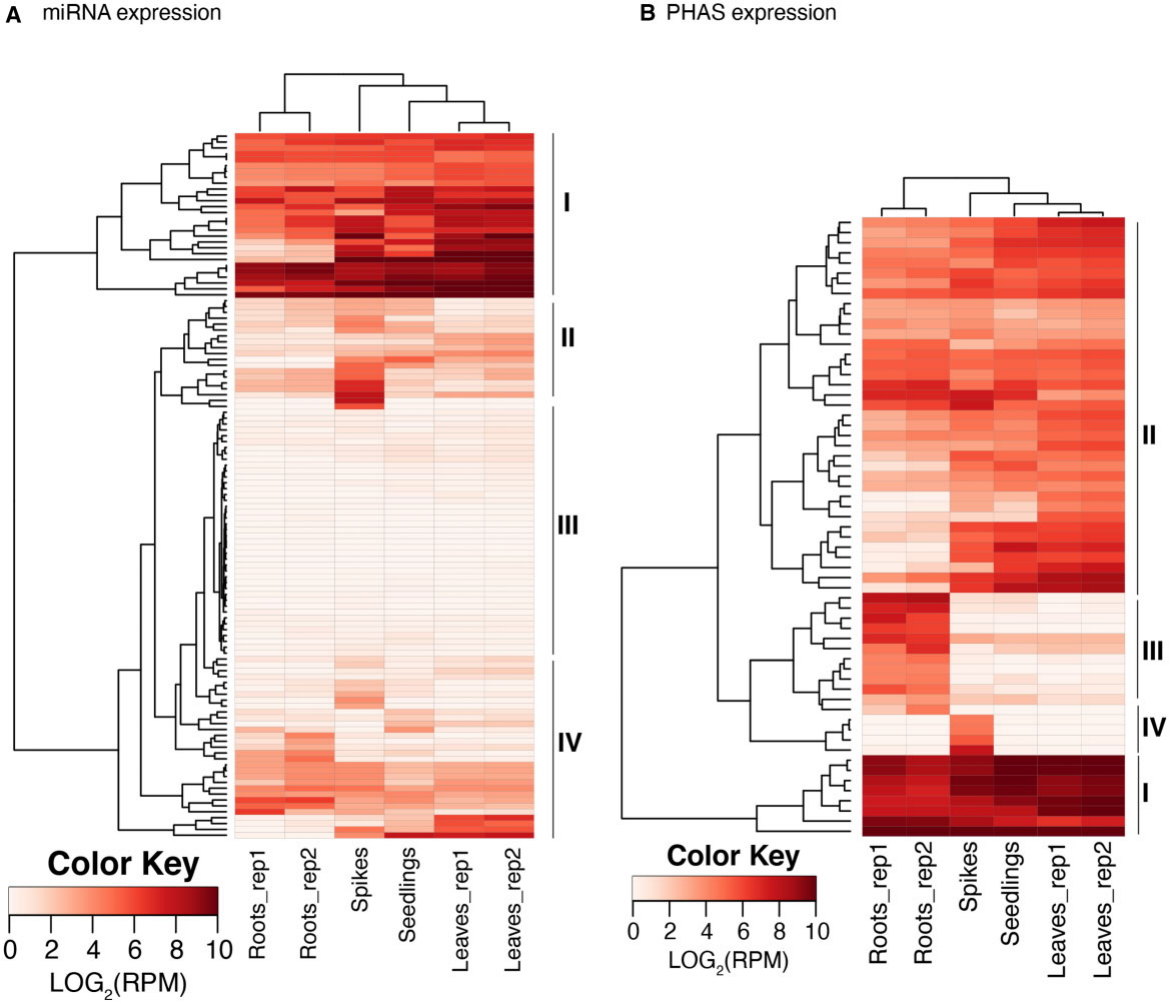
miRNA and phasiRNA expression. Heatmaps of miRNA (A) and phasiRNA (B) expression in different *Ae. tauschii* tissues. The rows represent mature miRNAs and *PHAS* loci, respectively, and the columns represent samples from mature leaves (2 replicates), roots (2 replicates), seedlings, and spikes. The miRNAs and *PHAS* loci were grouped into four different clades (I–IV) based on the expression level.

#### phasiRNAs

These sRNAs are 21 or 24 nt long, originate from coding or noncoding regions, and are typically triggered by 22-nt long miRNAs. A total of 60 *PHAS* loci, 57 corresponding to coding genes and three corresponding to noncoding genes, were identified. All *PHAS* loci identified in this study produce mainly 21-nt phasiRNAs (Supplementary Table S4). As previously described (Jeong *et al.* 2013), most of the coding *PHAS* loci encoded disease resistance proteins (37 out of 59, 62%). Other coding *PHAS* loci included genes encoding protein kinases, auxin response factors, and uncharacterized proteins (Supplementary Table S4). Of the noncoding *PHAS* loci, two loci corresponded to *TAS3* loci (Supplementary Table S4). This is fewer than the four identified in noncoding loci by previous genomic analysis (Xia *et al.* 2017), perhaps reflecting an absence of sRNAs from two loci in the tissues investigated. This is a surprisingly low number given that other plant genomes contain up to 70 noncoding *PHAS* loci (Xia *et al.* 2017). Using the target prediction tool psRNAtarget (Dai *et al.* 2018b), miR390-5p was identified as the trigger of *TAS3* phasiRNAs (Supplementary Table S5). 

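The listed miR390 sequence, AAGCTCAGGAGGGATAGCGCC, had 1.42 and 1.01 RPM in the 2 leaf samples, 2.02 and 6.46 in the 2 root samples, 1.08 in seedlings and 0.596 in spikes by exact match, from 16 to 198 counts per library. It was the highest in roots replicate 2, and the 2 root samples differed by more than the 2 leaf samples did. TAS3 phasiRNAs were followed through the tasiARF pattern, 21-nt sequences that begin with TTCTTGACCTTG, C or T, and AAGAC. All reads with the pattern summed to 4.57 and 3.60 RPM in the 2 leaf samples, 8.42 and 7.43 in the 2 root samples, 7.95 in seedlings and 1.90 in spikes, or 51 to 228 reads per library. The most abundant of them in mature leaves replicate 1 was TTCTTGACCTTGTAAGACCCA, with 95 reads. Neither measure maps a read to a TAS3 locus, and the prediction of targets was not repeated.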

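The listed miR9863 sequence, TGAGAAGGTAGATCATAATAGC, is 22 nt long. By exact match it had 56.2 and 42.5 RPM in the 2 leaf samples, 10.3 and 78.0 in the 2 root samples, 6.07 in seedlings and 119.9 in spikes. Between leaves and roots its log2 fold change was 0.87 (standard error 1.15, adjusted p = 0.565 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0.0273 to 1 over its alternatives), and the 2 root samples lay below and above both leaf samples. Without roots replicate 2 it passed the threshold, with a log2 fold change of 4.11 and an adjusted p of 0.0273 in the same edgeR test, so the comparison depends on that library. Between spikes and the other tissues, where 1 spike library gives no spread among spikes, its log2 fold change of 2.56 had an adjusted p of 0.245 in the same edgeR test, with 0.0408 to 0.361 over its alternatives; it passed only without mature leaves replicate 1, at 0.0408. By reads that start with its first 18 nt, it had 14.9 to 241 RPM.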

We identified miR9863-3p as the putative trigger of most of the defense proteins (Supplementary Table S5).

Based on their accumulation levels, phasiRNAs could be grouped into four different clades (Figure 5B). Clades I and II have similar accumulation levels in all samples; clade I had a high accumulation and clade II had a moderate accumulation. Clade III phasiRNAs had a specific high accumulation in roots and clade IV had a specific accumulation in spikes.

#### hc-siRNAs

These are 21 to 24-nt sRNAs that map to repetitive regions of the genome. They typically map to many locations, confounding the identification of their precise origin. The majority of hc-siRNAs were 24 nt long, with substantially lower levels of those 23, 22, and 21 nt in length (Supplementary Figure S1). 

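Without a map of TEs, the hc-siRNAs could not be separated from other reads of 21 to 24 nt, so all reads of these lengths were counted. This measure was chosen after the data were examined. Reads of 24 nt made up 44.2% and 42.5% of them in the 2 leaf samples, 43.9% and 48.4% in the 2 root samples, 46.0% in seedlings and 55.9% in spikes, the largest of the 4 lengths in 6 of 6 libraries and more than 50% in spikes alone. Next to them, 23 nt made up 11.2% and 12.9% in the 2 leaf samples, 17.9% and 17.2% in the 2 root samples, 13.9% in seedlings and 12.5% in spikes, 22 nt 19.1% and 20.0% in the 2 leaf samples, 18.6% and 17.2% in the 2 root samples, 17.7% in seedlings and 13.6% in spikes, and 21 nt 25.5% and 24.7% in the 2 leaf samples, 19.6% and 17.2% in the 2 root samples, 22.4% in seedlings and 18.0% in spikes. The Wilson interval of the 24-nt share in spikes was 55.9 to 56.0%. Its mean was 43.3% ± 1.21 in leaves and 46.2% ± 3.22 in roots (SD, n = 2 each). Counting distinct sequences moved these shares most, to 60.3% and 60.5% in the 2 leaf samples, 55.8% and 54.9% in the 2 root samples, 58.9% in seedlings and 61.8% in spikes, more than 50% in 6 of 6 libraries. Leaving out sequences that hold nt 3 to 18 of a listed miRNA gave 43.6 to 56.9%, with spikes alone over 50%.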

The majority of hc-siRNAs were derived from nonLTR SINE elements and *Gypsy and Copia* LTR-RTs (Figure 6). Differences among tissues regarding the hc-siRNAs origin were observed (Figure 6). For example, *Copia-*derived hc-siRNAs were the most abundant class in spikes but not in other tissues.

**Figure 6:**
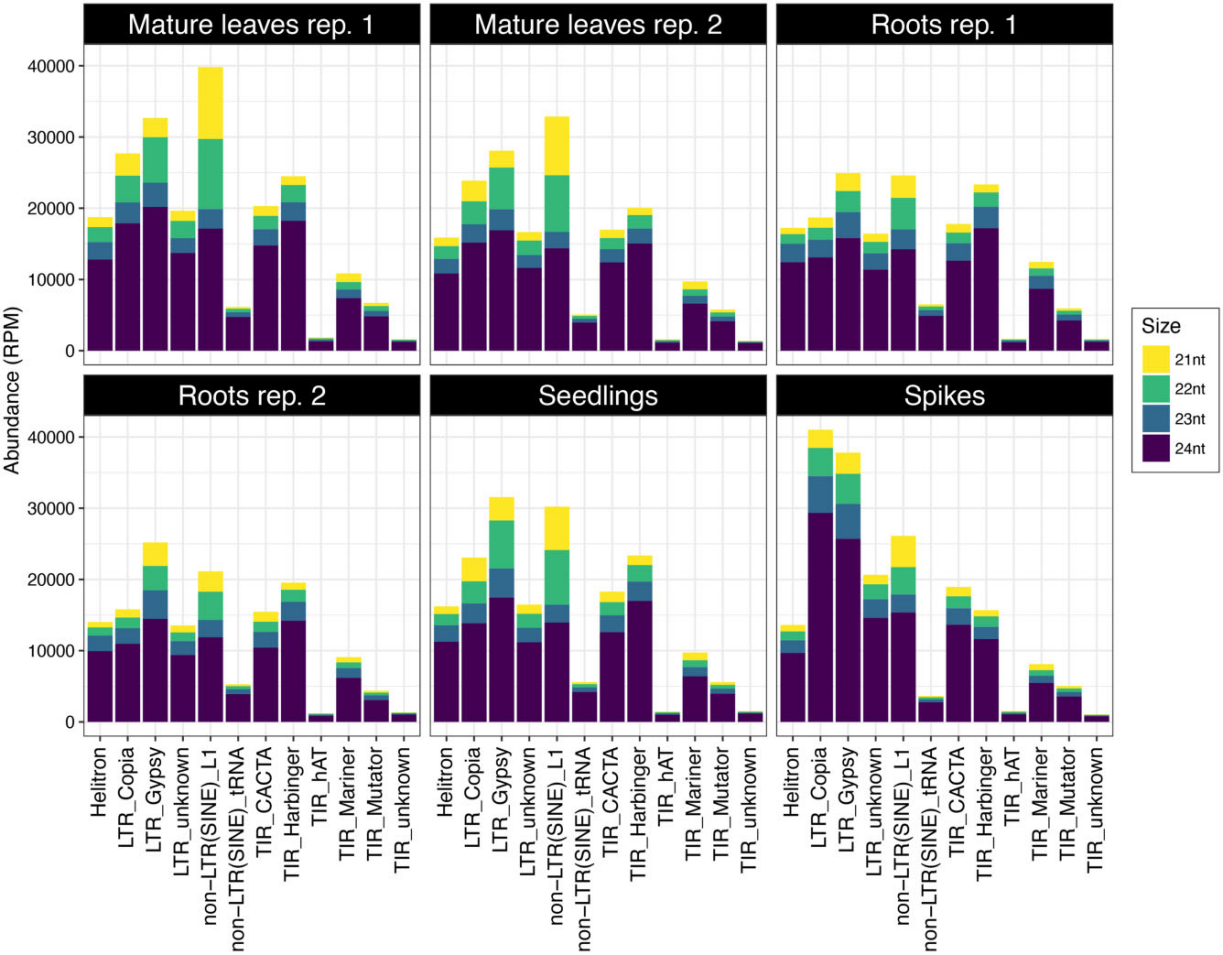
Composition and size distribution of hc-siRNA in *Ae. tauschii.* The hc-siRNAs were categorized by their size and their source in mature leaves (2 replicates), roots (2 replicates), seedlings, and spikes. Yellow, green, cyan, and purple bars represent hc-siRNAs 21, 22, 23, and 24 nt long, respectively.

#### tRFs

These sRNAs are 19 to 34 nt long and derived from tRNA precursors that may act much like miRNAs, particularly in post-transcriptional regulation of gene expression. They displayed three major lengths: 19, 26, and 32 nt (Supplementary Figure S1). 

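The lengths of 5' tRNA fragments were read from sequences that begin like a D-arm read, since a read of 18 or 19 nt can end before the D-arm bases are complete. For this, the first 18 nt of D-arm sequences of at least 20 nt and 1 RPM were taken, 378 in all, and every read that starts with 1 of them and holds no adapter sequence was counted, a choice made after the data were examined. The highest length was 20 nt in both leaf samples and seedlings, with 35.8%, 38.0% and 37.3% of these reads. It was 19 nt in both root samples and spikes, with 52.5%, 32.7% and 34.5%. In the leaf samples and seedlings, 1 sequence, AGGGCTATAGCTCAGTTCGG, held 259492 of 353963, 190071 of 269436 and 302667 of 398942 reads of 20 nt. The rest of the 20-nt reads were fewer than those of 19 nt, 137118, 112639 and 292598 in the same libraries. The lead of 20 nt there thus rests on 1 sequence. A peak at 26 nt was present in 6 of 6 libraries, with 9.20% and 9.23% in the 2 leaf samples, 3.59% and 10.6% in the 2 root samples, 3.55% in seedlings and 1.27% in spikes. A peak at 31 nt was present in 3 of 6, both leaf samples and roots replicate 2, with 7.16%, 5.65% and 7.72%, and a peak at 32 nt in 1 of 6, seedlings, with 6.27%. Other peaks lay at 23 nt in roots replicate 1 and spikes, with 1.21% and 0.731%. Both root samples also had a peak at 29 nt, with 1.02% and 5.47%, and seedlings had one at 30 nt, with 4.09%. Where it was not a peak, 32 nt held 6.27% and 0.865% in the 2 leaf samples, 0.222% and 3.27% in the 2 root samples and 0.278% in spikes. Fragments from the 3' end or the inside of a tRNA do not enter these counts.

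**Figure D4:**
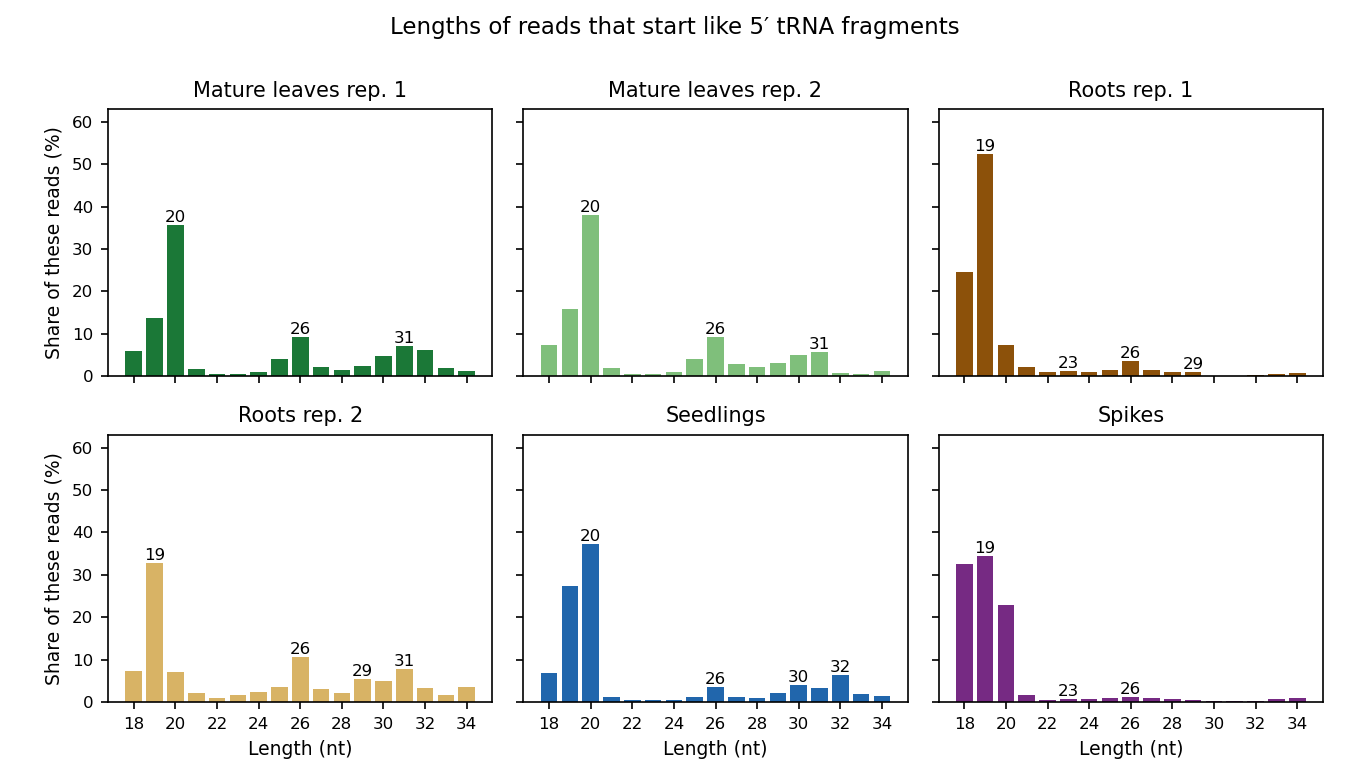
Share (%) of the reads that start like 5' tRNA fragments at each length from 18 to 34 nt in the 6 libraries, with peaks labelled by their length. The highest bar is at 20 nt in leaves and seedlings and at 19 nt in roots and spikes, and 26 nt is labelled in every library.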

Regardless of their origin or classification, their accumulation was consistent among the RNA samples (Figure 7A). 

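Single 5' tRNA fragments with the D-arm bases differed between the libraries. The most abundant, AGGGCTATAGCTCAGTTCGG of 20 nt, had 10491 and 7349.8 RPM in the 2 leaf samples, 24.0 and 14.0 in the 2 root samples, 14236 in seedlings and 3202 in spikes, a 1020-fold range. The 19-nt GCGCCTGTAGCTCAGTGGA went the other way, with 885 and 609 RPM in the 2 leaf samples, 7349 and 5054 in the 2 root samples, 1471 in seedlings and 2343 in spikes. The range of the 26-nt GCGTCTGTAGTCCAACGGTTAGGATA was 23.1-fold, with its lowest value of 132 RPM in spikes. Of the 12 most abundant fragments, 10 had ranges of 4.52- to 33.5-fold, and the second widest was 452-fold. Of 54 D-arm sequences of 19 nt that passed the filter, 23 were higher and 11 lower in leaves than in roots past an adjusted p of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and of 53 sequences of 20 nt, 29 were higher and 11 lower. These sequences were chosen after their values were seen. They are single fragments, while the rows of the paper's heatmap are tRNA genes. Whether they come from tRNA genes of the nucleus or of organelles was not determined.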

The tRFs may be classified as: 5-tRF, originating from the 5' end, i-tRF, originating from internal tRNA regions, and 3-tRF, originating from the 3' end. To analyze the abundance of these three tRF categories, the 5' position of each tRF for each sample was plotted, and to simplify the visualization, the positions within each tRF were allocated into nine different bins reflecting typical cleavage positions (Keam and Hutvagner 2015). The majority of tRFs, between 68% and 88% depending on the sample, were 5-tRFs originating from the first nucleotide of the tRNA molecule (Figure 7B). 

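The first nucleotide of a read on its tRNA was taken from the place of the D-arm bases in the read. Reads that place it from the first to the eighth nucleotide were compared; reads that begin further inside a tRNA, or at its 3' end, do not hold these bases in full and are outside this measure. Starts at the first nucleotide made up 90.2% and 84.6% of them in the 2 leaf samples, 91.3% and 76.5% in the 2 root samples, 90.7% in seedlings and 93.1% in spikes. Starts at the nucleotide after it made up 0.663 to 5.17%. Reads with the D-arm bases 1 nt later, at nt 9, numbered 6151 to 215432 per library, the most in seedlings, and are outside these shares. With them in the denominator the share of the first nucleotide was 84.3% and 77.9% in the 2 leaf samples, 90.2% and 75.8% in the 2 root samples, 76.0% in seedlings and 83.4% in spikes, and with them counted as starts at the first nucleotide it was 76.7 to 93.9%; both were chosen after the data were examined. Reads that hold the conserved bases of the T arm, GGTTC, A or G, A, any base, C or T, and CC, made up 2.17 to 11.3% of the reads with either mark. Both marks leave out fragments that are too short to hold them.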

The second most abundant category was i-tRFs.

**Figure 7:**
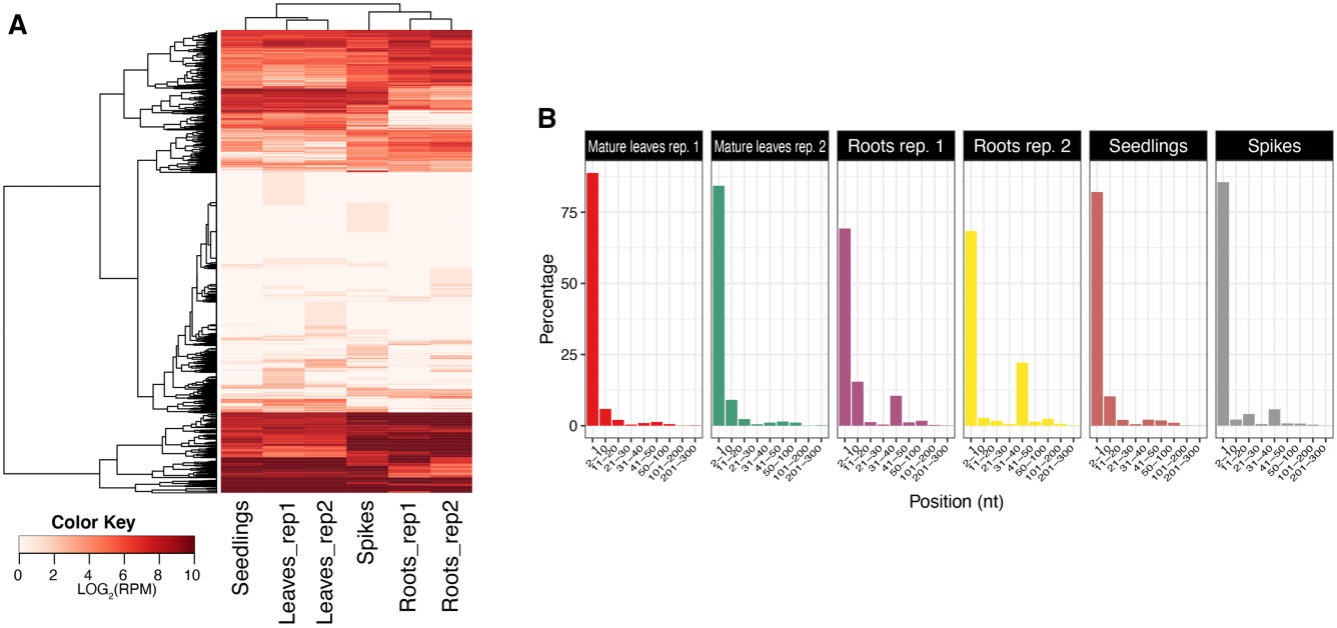
Characterization of tRNA-derived fragments. (A) Heatmap of tRNA-derived fragments in *Ae. tauschii* tissues. The rows of the heat map represent tRNA genes and the columns represent samples. (B) Origins of the tRNA-derived fragments in the six *Ae. tauschii* samples. The tRFs are classified depending on their original position within the tRNA molecule. The *x*-axis represents the positions within each tRNA (divided into nine different bins) and the *y*-axis represents the abundance (in %).

## Conclusions

The deployment of optical maps for *Ae. tauschii* accessions from phylogenetic lineage 1 (Wang *et al.* 2013) facilitated bridging gaps on our previous optical maps. Two erroneous assemblies present in pseudomolecules Chr2 and Chr7 in Aet v4.0, equivalent to 3.98 Mb and representing 0.09% of the total lengths of the pseudomolecules, were identified and rectified in Aet v5.0.

An additional improvement of the Aet v5.0 assembly was achieved by closing 38,899 gaps with PacBio contigs. Replacement of Ns with actual sequences increased the effective sequence length by 9.69 Mb (0.2%), but also produced minor structural changes in the sequence assembly, as illustrated in Figure 2B. The majority of gaps in Aet v4.0 were filled with 10-N designations as placeholders during the WGS sequence assembly. Since most of the 10-N gaps were artifacts, replacements of Ns by PacBio sequences actually reduced the total length of the pseudomolecules by 3.77 Mb, to 4.021 Gb. In addition, 199 Mb are in unassigned scaffolds in the Aet v5.0 assembly. The shorter total length of the sequence and its greater contiguity increased the estimated repetitive portion of the genome from 84.4% to 86.9%.

The number of predicted protein-coding genes decreased from 83,130 in Aet v4.0 to 68,788 in Aet v5.0. The numbers of single exon gene models decreased by 6749 (43.8%) for the HC gene models and by 7592 (29.8%) for the LC gene models. In contrast, the number of multi-exon HC gene models was reduced by only 1198 (4.9%) while the number of multi-exon LC gene models increased by 3789 (35.4%). This conspicuous abundance of single-exon gene models in Aet v4.0 may have been caused by 10-N gaps erroneously joining different exons into a single artifactual exon, resulting in an overestimation of single-exon gene models. Improvements in the annotation pipeline could be another cause.

A total of 2245 genes was annotated either manually or by a dedicated pipeline in Aet v5.0. This annotation focused on genes of known function in wheat, environmental stress tolerance genes, TFs, some large gene superfamiles, such as CYP encoding genes, and RGAs. Manual annotation and RGA tracks were included into Aet v5.0 JBrowse to displays these genes. The tracks will be updated as the understanding of the function of genes in *Ae. tauschii* grows.

New in the Aet 5.0 assembly is the annotation and analysis of sRNAs. The analysis showed that most of the sRNAs were TE-derived hc-siRNAs. A total of 61 pre-miRNAs producing 124 mature miRNAs were *de novo* identified in the Aet v5.0 sequence by sequencing sRNA from roots, leaves, whole seedlings, and spikes. In addition, 60 phasiRNAs were detected; most of them (62%) were derived from disease resistance genes.

Despite these advances in the assembly and annotation of the *Ae. tauschii* acc. AL8/78 genome, more remains to be done. Discrepancies below 10 kb were below the resolution of optical maps and could not be detected. A total of 199 Mb of scaffolds remains unplaced. The sequences of the centromeric regions and regions containing tandem repeats have been inadequately assembled or are absent. Nevertheless, the advances featured in Aet v5.0 make this assembly a more valuable resource for wheat science, biotechnology, and breeding.

## Data availability

Aet v5.0 assembly is available at NCBI under Bioproject PRJNA341983. A JBrowse (http://aegilops.wheat.ucdavis.edu/jbrowse/index.html?data=Aetv5) was constructed to present Aet v5.0 and annotations (including manual annotation). The small RNA raw and processed data have been deposited into the Gene Expression Omnibus under the accession code GSE169198. Supplementary material is available at figshare: https://doi.org/10.25387/g3.16567566.

## Author contributions

J.Dv., M.-C.L., K.M.D., P.E.M., L.W., and T.Z. conceived the project. T.Z., J.C.R., K.R.D., and M-C.L. generated optical maps. T.Z. and M.-C.L. validated the assembly with optical maps. L.W., T.Z., and M.-C.L. performed gap closure with PacBio contigs. T.L., M.S., and K.F.X.M. re-annotated genes and H.Z., K.M.D., L.W., and J.L.B. re-annotated TEs. P.B. and B.C.M. analyzed small RNAs. N.H., Y.Q.G., J.Du., G.G., B.K., D.N., T.U., H.B., and P.J.G. conducted manual annotations. P.L. and F.M.Y. annotated RGAs. L.W., T.Z., P.B., M-C.L., P.E.M., and J.Dv wrote the first draft of the paper. All authors edited and approved the final draft.

## Funding

This material is based upon work supported by the National Science Foundation under Grant No. IOS-1238231.

## Conflicts of interest

The authors declare that there is no conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

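Small RNAs of Aegilops tauschii acc. AL8/78 were sequenced from 2 samples of mature leaves, 2 of roots, 1 of seedlings and 1 of spikes. The authors deposited, for each library, the count of reads of each distinct sequence of 18 to 34 nt. The paper states that adapters were removed and reads outside these lengths left out; the counts were not normalized and not filtered by a match to the genome. How the reads were collapsed to counts is not given in the sources used here. Reads with an undetermined base made up 0.225 to 0.230% of a library.

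From the counts, reads per 1000000 (RPM) of all reads of a library, shares of reads and of distinct sequences by length, and local peaks of length were computed. Wilson intervals have a confidence level of 95%, and the limit behind a count of 0 is 3 counts. Between 21260689 and 30666063 reads per library give these intervals their width.

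No genome, annotation, tRNA sequences or TE sequences of Ae. tauschii were used. The share of reads in TEs, the number of genome matches, hairpin loci, PHAS loci, the share of reads on annotated tRNAs and annotated miRNAs were therefore planned but not computed. Listed miRNA sequences of 29 families stand for miRNAs, a pattern of conserved D-arm bases for 5' tRNA fragments, and the tasiARF pattern for TAS3 phasiRNAs. Family names rest on the listed sequences and not on loci.

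Counts of sequences were compared between leaves and roots, and between spikes and the mean of the other 3 tissues, with edgeR 4.0.16 in R 4.3.3: TMM normalization (factors 0.713 to 1.55), 4 tissues as groups, quasi-likelihood F-tests and Benjamini-Hochberg adjustment at 0.05. A sequence was tested if it had at least 10 RPM in at least 1 library. DESeq2 1.42.0 was the other tool. The other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

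The edgeR steps were tested on simulated data. Counts were drawn for the 19937 sequences tested, with 200 of them changed. At the dispersion fitted to each sequence (median 0.520), the leaf and root comparison recovered 0 of 200 changes of 8-fold and 0 of 200 of 64-fold, with 186 of the latter at an unadjusted p under 0.05. The spike comparison recovered 0 of 200 of 8-fold and 67 of 200 of 64-fold. With a dispersion of 0.0746 for every sequence, both recovered all 200 at either fold. Unchanged sequences called in these runs numbered 0 to 15 per run. With 9968 sequences changed in place of 200, at the fitted dispersions, the leaf and root comparison recovered 0 of them at 8-fold and 9020 at 64-fold, and the spike comparison 1295 and 7647, with 0 to 208 unchanged sequences called. The measured counts gave 8766 calls between leaves and roots. Recovery in these simulations depends on the number of changed sequences, which is not known for the measured counts, and large changes can go without a call.

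Sequences named in the text are the 3 most abundant of 21, 22 and 24 nt by their mean over the 4 tissues, the 3 with the largest change in each direction of each comparison among those past the threshold and changed the same way in every library of the group, and the listed miRNAs. The most abundant sequences of 20 nt and single D-arm sequences were chosen after their values were seen. Apart from the listed miRNAs and tasiARF, a sequence with under 10 RPM in any library is given by its length alone, since its organism was not determined. A sequence printed in full is not thereby shown to be from the plant. Alternatives changed 1 choice at a time: the match to listed miRNAs, the denominator, sequences read once, the most abundant sequences, depth, the test and its normalization, the filter on low counts, the samples in the fit, the replicate number as a block, and each leaf or root library left out.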

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

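Of the tests in this part, the one on the start of the 20-nt sequence was chosen after the result was seen; those on animal miRNAs were set before their result was seen, after matches to some other insect miRNAs had been noticed.

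Sequences of conserved insect miRNAs were present, which the main text of the paper does not mention. Of 25 insect families that had not been noticed before the list was written, 20 had more than 3 counts in both mature leaf libraries, and together they had 1253 and 2092 RPM in the 2 leaf samples, 4.68 and 7.04 in the 2 root samples, 5.17 in seedlings and 967 in spikes. More than 3 counts were found for 17 of the 25 families in spikes and for 8, 9 and 9 in roots replicate 1, roots replicate 2 and seedlings. Reads that match by chance are argued against, since 0 of the families passed in both leaf libraries after their first 18 nt were shuffled. RNA from people or other vertebrates brought in during handling is argued against too, since 0 of 8 vertebrate families passed there. RNA from insects on the sampled plants is consistent with these values. Low values in roots and seedlings may come from reads assigned between libraries or from the samples themselves, which was not tested. No tissue of the plant gives a biological explanation that was tested.

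The 20-nt sequence TACCACGACTGTCATTAAGC, which the main text of the paper does not name, reached 26259 RPM in spikes, the highest value of any printed sequence in any library. It holds nt 3 to 18 of the listed miR9672. Reads with its bases CGACTGTCATTAAG made up 2.23% and 1.82% of the reads in the 2 leaf samples, 0.238% and 0.292% in the 2 root samples, 3.40% in seedlings and 4.67% in spikes. Random breakdown of a longer RNA is argued against, because 93.0 to 95.5% of these reads start at the same nucleotide. The variant TACCACGACTGTCATTAAGT had 30.5 to 48.2% of its RPM. Whether it is a miRNA or a fragment with a fixed start was not tested, since no precursor could be placed, and the difference between tissues stays open.

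A 24-nt sequence, among the 3 most abundant of its length, had 2600.2 RPM in spikes and at most 3.63 RPM, in roots replicate 1, in the other 5 libraries. The main text of the paper does not name it; the supplementary tables were not read for this or the other sequences. There is 1 spike library, so the difference has no replicate check. Its organism was not determined, and neither a technical nor a biological explanation was tested.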

How the results depend on the processing

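All alternatives for D-arm reads, for starts at the first nucleotide and for the 24-nt share of 21- to 24-nt reads, and the match by nt 3 to 18 without miR9672, were chosen after seeing the data, as were the tests with library sizes only and the length distributions without adapter sequence, without CGACTGTCATTAAG, without D-arm reads and with only sequences under 100 RPM. The cause of the changes below was not tested except where the alternative itself sets it.

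The 24-nt class held the most reads and the most distinct sequences in 6 of 6 libraries under every alternative run, and the 21-nt peak of reads was present in 3 to 5. The 21-nt share of reads moved by more than its spread or interval in 7 comparisons and by less in 5. Comparisons that left out a leaf or root library fall among the 5 by construction. Leaving out either library of a pair cannot shift the mean by more than the SD of the pair. The 5 therefore do not show that the share is stable.

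The listed miRNA share rose under every alternative match and denominator. With the first 18 nt it was 1.34% in leaves, 0.363% in roots, 0.905% in seedlings and 0.504% in spikes. With nt 3 to 18 it was 2.98% in leaves, 0.595% in roots, 3.42% in seedlings and 4.06% in spikes, and 1.59% in leaves, 0.395% in roots, 0.964% in seedlings and 0.693% in spikes when miR9672 was left out. Over reads of 20 to 24 nt it was 0.433% in leaves, 0.273% in roots, 0.237% in seedlings and 0.206% in spikes, because the denominator is smaller.

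The D-arm share of leaves and roots moved by less than the spread of the replicates. That of seedlings was 4.43% with 19 to 34 nt, 5.75% with the D-arm bases at nt 8 or 9, 4.75% of reads without adapter sequence and 5.06% by the first 18 nt of a D-arm sequence. That of spikes was 1.49%, 2.43%, 2.17% and 2.27%, in that order. Of the starts on a tRNA, those at the first nucleotide were 81.1% in leaves, 76.0% in seedlings and 83.4% in spikes with the D-arm bases at nt 9 in the denominator, and 92.2% in seedlings and 93.9% in spikes with these counted as the first nucleotide.

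The 24-nt share of 21- to 24-nt reads was 36.6% in leaves, 42.4% in roots, 40.9% in seedlings and 53.6% in spikes without sequences read once, and 60.4% in leaves, 55.3% in roots, 58.9% in seedlings and 61.8% in spikes over distinct sequences, where it passed 50% in 6 libraries. Without listed miRNAs it was 44.5% in leaves, 47.2% in seedlings and 56.9% in spikes.

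Between leaves and roots, 7768 sequences were higher in leaves with DESeq2, 10338 with at least 5 RPM and 1058 with at least 50 RPM, and 5775 and 892 were lower with at least 5 and 50 RPM; the filters change the number tested. With at least 10 counts in total, 1089040 sequences were tested by edgeR and 0 were higher and 0 lower, with 316705 at an unadjusted p under 0.05. With each leaf or root library left out, 2915 to 5813 were higher and 315 to 4175 lower; the lowest numbers are those without mature leaves replicate 2.

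In spikes, 1198 sequences were higher with library sizes only, 5102 with at least 5 RPM and 238 with at least 50 RPM, and 4 were lower with at least 50 RPM and 1411 with DESeq2. With each leaf or root library left out, 0 to 3613 were higher and 0 to 219 lower by edgeR; the highest are those without mature leaves replicate 1 and without roots replicate 1, and the 0 is the value without roots replicate 2, with 7046 at an unadjusted p under 0.05.

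Of the listed miRNAs, 14 were higher in leaves over all sequences and 14 over the list alone when counted by their first 18 nt. With at least 10 counts in total, edgeR called 0 over all sequences, and 6 higher and 1 lower over the list alone. With library sizes only, 5 were higher and 1 lower by either adjustment. With a library left out, 4 to 11 were higher over all sequences, 4 without mature leaves replicate 2. In spikes, 4 were higher over all sequences with DESeq2, 1 with at least 50 RPM and 1 with library sizes only; over the list alone, 2 were higher with at least 50 RPM and 1 was lower with DESeq2. With a library left out, 0 to 5 were higher over all sequences, 0 without roots replicate 2, where 6 were higher and 2 lower at an unadjusted p under 0.05.

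Over all comparisons of a listed miRNA with an alternative, 264 kept the direction and the side of the threshold, 18 came to pass it, 29 no longer passed it and 9 reversed in sign, none of which passed the threshold. The log2 fold change between leaves and roots became -0.37 for miR166, -0.0384 for miR164 and -0.64 for miR396 with at least 10 counts in total, -0.30 for miR166 and -0.59 for miR396 with library sizes only, and fell below 0 for miR164 without mature leaves replicate 1 and for miR396 without roots replicate 1. In spikes it became positive for miR166 without mature leaves replicate 1 and -0.0333 for miR167 by the first 18 nt. With each leaf or root library left out, the log2 fold change between leaves and roots ran from -0.13 to 2.33 for miR164 and from -0.60 to 2.55 for miR396, and that in spikes from -0.54 to 0.13 for miR166. Of the comparisons of other named sequences, 106 kept both and 24 no longer passed.

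The labels share replicate numbers, but the deviations of same-numbered leaf and root libraries had a correlation of 0.00231 across sequences, so pairing was not established. With the replicate number as a block, 3149 sequences were higher and 6 lower in spikes, and 1 listed miRNA was higher over all sequences and 1 over the list alone; between leaves and roots, 6168 sequences were higher and 4308 lower.

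Alternatives that need a genome, an annotation or tRNA sequences were not run: reads with a genome match, structural RNA, nuclear tRNA genes, and the settings for TEs, hairpins and phasing. Families at 3 counts or fewer were counted by 1 listed sequence each, and 1 library of seedlings and 1 of spikes give no spread of their own.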

Differences from the paper's values

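The D-arm measure and its alternatives were chosen after seeing the data, so no alternative to it was set before the data were examined.

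The D-arm share of mature leaves replicate 1 was 3.70%, where the paper's share of tRFs is about 2.3% in Fig. 4, read by eye. In mature leaves replicate 2 it was 2.52%, where the paper's is about 1.6% in Fig. 4, read by eye. In the paper's text the share is approximately 2.5 to 5.0%, which holds both leaf values; over the 6 libraries the D-arm share ran from 1.93 to 4.73%, within 1.5 times either end. The paper counted reads that match annotated tRNAs, a different measure. With reads of 19 to 34 nt, chosen after seeing the values, the share of replicate 2 was 2.35%, within 1.5 times the paper's, and that of replicate 1 was 3.52%, still more. The same setting took seedlings nearer the paper's value, from 4.73% to 4.43% against about 3.5% in Fig. 4, read by eye. It took the root libraries and spikes further from the figure, also read by eye. Roots replicate 1 went from 1.93% to 1.52% against about 2.9%, and roots replicate 2 from 2.40% to 2.27% against about 2.5%. Spikes went from 2.16% to 1.49% against about 2.0%, within 1.5 times. As the lowest library under this setting, spikes also lay under the 2.5% of the paper's text.

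The listed miRNA shares by exact match are lower bounds and lie under the paper's. By nt 3 to 18 they were 3.42% in seedlings and 4.06% in spikes, above the paper's about 1.6% in Fig. 4, read by eye, and about 1.1% in Fig. 4, read by eye. Both lie inside the approximately 2.5 to 5.0% of the paper's text, but 1 family carries them: without miR9672, chosen after seeing the values, they were 0.964% and 0.693%, under both the figure and the text. In the leaf and root libraries they came within 1.5 times the values of the figure by this setting, but those of roots, 0.483% and 0.706%, lie far under the text's range. Without miR9672 the 4 libraries had 1.69% and 1.49% in leaves and 0.307% and 0.484% in roots, under the values of the figure except that the last is about equal to it.

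The paper states a secondary peak at 21 nt in every sample; it was found in 4 of 6 libraries, and in at most 5 under the alternatives. The paper states that distinct sRNAs have the 24-nt peak alone. A small 22-nt peak was also present in 2 of 6 libraries, both of leaves, under each alternative. These lengths are of all reads without a match to the genome, while the paper's methods include mapping, so the sets of reads may differ. No alternative removed RNA of other organisms, and the 2 leaf libraries held the most matches to insect miRNAs, 13005 and 13648 RPM.

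The paper states that 21-mers are mostly a small number of abundant miRNAs. The 100 most abundant 21-nt sequences took at most 42.5% of the 21-nt reads, and reads holding nt 3 to 18 of a listed miRNA at most 10.3%; the paper's own miRNAs were not analysed here. The lower diversity of 21-mers than of 24-mers was found in 6 of 6 libraries.

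The paper states that most hc-siRNAs are 24 nt long. Over all 21- to 24-nt reads, which include other sRNAs, 24 nt was the largest class in 6 of 6 libraries and more than 50% in 1, spikes; over distinct sequences, chosen after seeing the values, it was more than 50% in 6.

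The paper names 19, 26 and 32 nt as the major lengths of tRFs. Among 5' fragments, a peak at 26 nt was found in 6 libraries, at 19 nt in 3 and at 32 nt in 1. In both leaf samples and seedlings, which had a 20-nt peak instead of 19 nt, most 20-nt reads were 1 sequence, AGGGCTATAGCTCAGTTCGG. At 32 nt mature leaves replicate 1 held as large a share as seedlings, without a peak there. The paper describes tRF accumulation as consistent among samples, in a heatmap whose rows are tRNA genes. The values here are of single D-arm fragments, chosen after their values were seen, so the units differ. Fragments of nuclear and of organelle tRNAs were not separated. Of the 12 most abundant D-arm fragments, 10 had ranges of 4.52- to 33.5-fold among the libraries, and the others had 452-fold and 1020-fold. The share of all D-arm reads ran from 1.93% in roots replicate 1 to 4.73% in seedlings. The paper's range of 5-tRFs from the first nucleotide was computed over all tRFs, and the 76.5 to 93.1% found here only over starts from the first to the eighth nucleotide, so the values have different denominators. With reads that have the D-arm bases at nt 9 in the denominator, chosen after seeing the values, they were 75.8 to 90.2%.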

Other observations

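The tests on the 34-nt class, on the 20-nt peak of seedlings and on D-arm sequences were chosen after the result was seen, as were the tests with library sizes only and the local maximum of overlaps at 19 nt.

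Of 19937 sequences, 5031 were higher and 3735 lower in leaves than in roots past an adjusted p of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1974 were higher and 17 lower in spikes than in the other tissues, where 1 spike library gives the test no spread among spikes. The share of calls that were higher was 57.4% and 99.1%, and with DESeq2 63.0% and 64.8%. The balance between leaves and roots was not stable: 5813 were higher and 2517 lower without mature leaves replicate 1, 2915 and 315 without mature leaves replicate 2, 3860 and 4175 without roots replicate 1, 5215 and 4001 without roots replicate 2, and 4210 and 5266 with library sizes only. In spikes, 3613 were higher and 134 lower without mature leaves replicate 1, 2713 and 4 without mature leaves replicate 2, 3362 and 219 without roots replicate 1, and 0 and 0 by edgeR without roots replicate 2, with 7046 at an unadjusted p under 0.05. The 12 sequences with the largest changes each had under 10 RPM in some library, and their organism was not determined. A sequence of 21 nt had 82.5 and 119 RPM in the leaf samples and 0 counts in both root samples, another of 20 nt had 74.7 and 78.4 RPM in the root samples and 0 counts in both leaf samples, and another of 24 nt had 57.1 RPM in spikes and 0 counts elsewhere. Of the 3 most abundant 22-nt sequences, TCCTTCGATGTCGGCTCTTCCT had 86.9 and 59.7 RPM in the leaf samples and 4705 and 1732 in the root samples. It had 379 RPM in seedlings and 110.3 in spikes. The others had under 10 RPM in some library. Reads of ribosomal or other structural RNA were not removed, so the kind of RNA behind these sequences was not determined.

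Of the 19937 sequences tested, 15.0% differed by more than 2-fold between the leaf samples and 31.6% between the root samples, with 1 RPM added to each value. No explanation was tested.

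The 34-nt class held 5.25 to 23.4 times the reads of the 33-nt class. Adapter sequence was present in 31.6 to 54.1% of the 34-nt reads. Adapter bases left on reads cut at 34 nt are argued against as the whole cause, since without such reads the ratio was 3.44 to 10.7, and 2.82 to 9.28 when reads of 34 nt ending in a part of the adapter were left out as well. Longer RNAs cut at 34 nt may account for the remainder: the share of a base at the last position differed from that at the position before by at most 4.86 percentage points at 34 nt, and by at least 11.7 at 30 nt.

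The secondary peak of seedlings at 20 nt moved to 21 nt without sequences that hold CGACTGTCATTAAG, and also to 21 nt without D-arm reads. A candidate explanation is that either class, both abundant at 20 nt, hides a 21-nt peak; which of them does so is not settled by these values.

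In roots replicate 2, the 21-nt reads may be hidden by broken-down longer RNAs. Among sequences under 100 RPM, 3 libraries had a 21-nt peak, and roots replicate 2 was not among them, but the setting also removed the peak of roots replicate 1 and spikes. Without sequences read once, roots replicate 2 had a 21-nt peak, which goes with the explanation, but which RNAs these sequences come from was not tested. Without the 100 most abundant sequences of each library, roots replicate 2 had no 21-nt peak, while roots replicate 1 and spikes kept theirs. Without D-arm reads, the secondary peak of roots replicate 2 stayed at 22 nt. The explanation and its absence cannot be told apart, because the settings give opposite results and leaving out abundant sequences removes abundant 21-nt sRNAs too.

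Distinct 24-nt sequences began with A more often than A occurred at nt 2 to 5, by 22.2 to 25.2 percentage points, and 25-nt sequences by 3.91 to 15.0. This is consistent with 24-nt hc-siRNAs that are sorted by their first base, with a smallest excess of 22.2 points; other causes of the first base were not tested.

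Among overlaps of 18 to 24 nt, complementary partners of 24-nt sequences in the same library were most frequent at 18 nt, the shortest counted, and 0 of 6 libraries had a local maximum at 22 nt. Among overlaps of 15 to 21 nt, partners of 21-nt sequences were most frequent at 15 nt, again the shortest, with a local maximum at 19 nt in 6 of 6 libraries. The 19-nt overlap is the one that processing of double-stranded RNA with 2-nt 3' overhangs gives. Its share was 6.53% against 5.86% at 18 nt in mature leaves replicate 1, and 1.95% against 1.94% in roots replicate 1. Roots replicate 2 had 1.96% against 1.94% and seedlings 2.37% against 2.34%. These small differences were not tested against counting error, so the 6 of 6 libraries include near ties. A maximum at an overlap of 19 nt, by a test chosen after the result was seen, goes with such processing of a part of the 21-nt pairs. For 22-nt sequences the local maximum at 20 nt was present in 2 of 6 libraries. The test set before, that 19 nt would hold the highest share, was not met, so the origin of most of the pairs cannot be told apart from other pairing, since partners became more frequent towards the shortest overlap in 6 of 6 libraries. At 24 nt such processing cannot be told apart from other pairing at all, because the same rise can hide a signal at 22 nt.

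The differences of single D-arm sequences between leaves and roots went both ways within 1 length: of the 20-nt sequences, 11 were lower in leaves while 29 were higher. Fragments lost or gained with the size selection of each library are argued against as the whole cause, since they would move sequences of a length together. A difference between tissues stays open and was not tested further. The fragments were not assigned to nuclear or organelle tRNA genes.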
